# ZMYND8 suppresses *MAPT213* LncRNA transcription to promote neuronal differentiation

**DOI:** 10.1038/s41419-022-05212-x

**Published:** 2022-09-05

**Authors:** Santanu Adhikary, Vipin Singh, Ramesh Choudhari, Barbara Yang, Swagata Adhikari, Enrique I. Ramos, Soumi Chaudhuri, Siddhartha Roy, Shrikanth S. Gadad, Chandrima Das

**Keywords:** Mechanisms of disease, Long non-coding RNAs

## Abstract

Zinc Finger transcription factors are crucial in modulating various cellular processes, including differentiation. Chromatin reader Zinc Finger MYND (Myeloid, Nervy, and DEAF-1) type containing 8 (ZMYND8), an All-Trans Retinoic Acid (ATRA)-responsive gene, was previously shown to play a crucial role in promoting the expression of neuronal-lineage committed genes. Here, we report that ZMYND8 promotes neuronal differentiation by positively regulating canonical *MAPT* protein-coding gene isoform, a key player in the axonal development of neurons. Additionally, ZMYND8 modulates gene-isoform switching by epigenetically silencing key regulatory regions within the *MAPT* gene, thereby suppressing the expression of non-protein-coding isoforms such as *MAPT213*. Genetic deletion of *ZMYND8* led to an increase in the *MAPT213* that potentially suppressed the parental *MAPT* protein-coding transcript expression related to neuronal differentiation programs. In addition, ectopic expression of *MAPT213* led to repression of *MAPT* protein-coding transcript. Similarly, ZMYND8-driven transcription regulation was also observed in other neuronal differentiation-promoting genes. Collectively our results elucidate a novel mechanism of ZMYND8-dependent transcription regulation of different neuronal lineage committing genes, including *MAPT*, to promote neural differentiation.

## Introduction

Neural stem cells (NSCs) are multipotent precursors that differentiate into neuronal or glial lineage cells (astrocytes or oligodendrocytes) [1]. Stem cell niche microenvironment spatiotemporally regulates the differentiation of NSC to neurons via a process known as neurogenesis [2]. This is intriguingly a coordinated process involving the development of neurons, renewal of NSCs, specification of neural fate, migration, and maturation. Genes specific to neurogenesis are epigenetically controlled at target enhancers and promoters, and abrupt changes in the epigenetic landscape may lead to severe pathological conditions [3–5]. For example, rare, aggressive tumors such as pediatric high-grade gliomas (HGG) are associated with H3K27M (lysine-to-methionine substitution), resulting in a pathology-specific epigenetic state [6–8]. DNMTs and PRC2 have been previously reported to regulate neurogenesis [9]. Furthermore, chromatin remodellers such as MBD3/NuRD or REST/CoREST complex suppress neuronal differentiation by activating the pluripotency genes, including *NANOG* and *SOX2*, thus maintaining the undifferentiated state [10–12]. REST and CoREST regulate neural fate decisions via transcriptional and epigenetic mechanisms [13]. Collectively, these findings suggest a dynamic interplay between the transcription factors and epigenetic modifiers, which tightly control the differentiation process [14, 15].

ZMYND8 is a chromatin reader that recognizes dual histone modifications such as H3.1K36me2/ H4K16ac through its chromatin binding module, PWWP motif, Bromodomain, and PHD finger (PBP) and regulates All-Trans Retinoic acid (ATRA)- induced transcription programs [16]. ZMYND8, by its dual histone binding ability, induces a terminal differentiation program in breast cancer cells [17]. Other reports also suggest that it reads H3K4me1 and H3K14ac and suppresses prostate cancer metastasis [18, 19]. Recognition of H4K16ac by ZMYND8 recruits NuRD complex at DNA damage sites during DNA repair [20–22]. Moreover, ZMYND8, through its interaction with KDM5C, attenuates super-enhancer activation [23]. Transcriptionally, ZMYND8 can target oncogenes, multi-drug resistance genes, and stemness genes in breast cancer that are maintained in a poised epigenetic state and can repress them in association with KDM5C and EZH2 [24]. Overall, these studies depict the positive and negative role of ZMYND8 in transcription regulation [18, 25].

ZMYND8 interacts with Xenopus RCoR2 and Drebrin, a neuronal actin-binding protein, thereby regulating neuronal differentiation [26, 27]. *ZMYND8* has also been shown to be a critical gene that controls the anti-proliferative function of cancer cells mediated by ATRA [28]. In the present study, we show that a loss of ZMYND8 impairs neuronal differentiation from NSCs, without affecting other lineages. ZMYND8 directly regulates several differentiation-promoting genes through a distinct dual mechanism. Besides ZMYND8-dependent regulation of the target genes, it can also suppress differential isoform switching leading to alternative noncoding isoform expression. These noncoding transcripts synthesized from intra-gene promoters antagonize neuronal differentiation programs. As a proof of concept, a comprehensive study of ZMYND8-mediated *MAPT* gene transcription during neuronal differentiation has been performed here. We observed that the presence of ZMYND8 was key in positively regulating its full-length protein-coding gene transcription. At the same time, it suppressed the *MAPT213* non-coding isoform expression by recruiting different transcription repressor complexes. The absence of ZMYND8 promotes the expression of *MAPT213* ncRNA transcript, whose function is yet unknown. Furthermore, we demonstrate that the levels of full-length *MAPT* protein-coding transcripts and *MAPT213* non-coding transcript are different from each other. Notably, we show that the overexpression of *MAPT213* effectively suppresses the transcription of the full-length protein-coding *MAPT* gene. Collectively, our results demonstrate that ZMYND8-dependent unique mechanisms regulate the neuronal lineage committing genes to ensure a productive cell fate.

## Results

### ZMYND8 inhibits pluripotency and promotes neuronal differentiation

ZMYND8 has been reported to regulate gene transcription [16, 25]. Previously, we have shown that ZMYND8 positively regulates the ATRA-induced neuronal gene expression through its chromatin reader function [16]. NSCs differentiate into neurons, astrocytes, or oligodendrocytes [1, 2]. We found that ZMYND8 is upregulated when NSCs differentiate into neurons and not into glial lineage cells (Fig. 1A, B). Short hairpin RNA (shRNA)-mediated silencing of *ZMYND8* in NSC (Supplementary Fig. 1A) induced the expression of pluripotency genes including *REST, POUSF1, NANOG, SOX2* and attenuated the expression of neuronal genes like *MAPT, TUBBIII, DRD2, SCN2A, LAMA1, NEUROG1* (Figs. 1C, D and Supplementary Fig. 1A). This was further confirmed by genetically deleting *ZMYND8* in SK-N-SH cells (Fig. 1E and Supplementary 1B, cell morphology shown in Supplementary Fig. 1C) or shRNA mediated silencing of *ZMYND8* in SH-SY5Y cells followed by ATRA treatment (Supplementary Fig. 1D), which triggered the neuronal differentiation, and inhibited the pluripotency genes (Figs. 1F, G, Supplementary 1B and E).

**Fig. 1:**
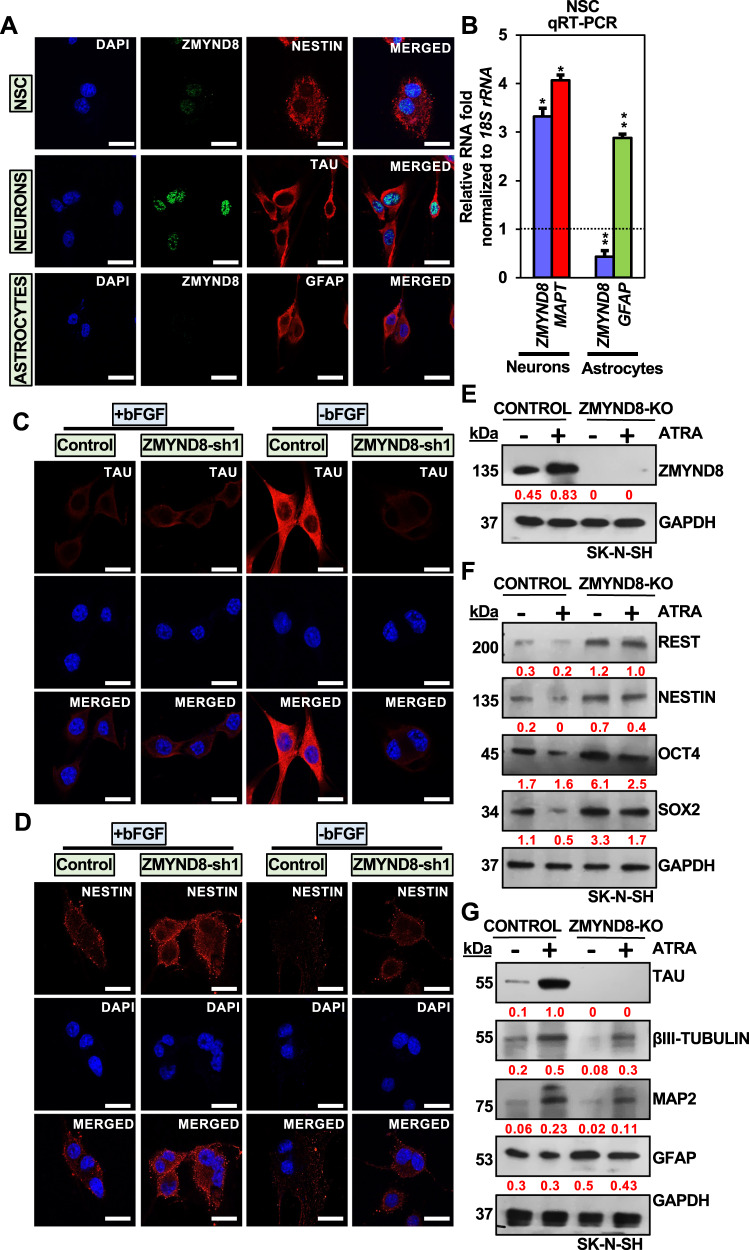
ZMYND8 regulates neuronal differentiation. **A**, **B** ZMYND8 expression in NSCs, neurons, and astrocytes by immunofluorescence (**A**) or qRT-PCR (**B**). NESTIN, TAU, and GFAP serve as pluripotency, neuronal and glial markers, respectively. The scale bar indicates 20 μm. **C**, **D** Immunofluorescence showing expression of TAU (neuronal) (**C**) or NESTIN (pluripotency) (**D**) in ZMYND8 knockdown-induced neurons differentiated from NSCs. The scale bar indicates 20 μm. **E**–**G** Immunoblot blot analysis showing expression of ZMYND8 (**E**), pluripotency marker (**F**), and neuronal differentiation marker (**G**) in *ZMYND8*-knockout (*ZMYND8*-KO) or control SK-N-SH cells with or without ATRA treatment. GAPDH serves as a loading control. The immunoblots are quantified and represented as numerical, reflecting the band intensity normalized to loading control. Error bars indicate sem.; *n* = 3; three independent experiments. A two-tailed *t*-test was used to calculate *P*-values. *P < 0.05; **P < 0.01.

### ZMYND8 regulates ATRA-dependent transcriptional program

To determine whether or not ZMYND8 localizes at transcriptionally active regions in the genome, we analyzed the publicly available genome-wide occupancy data for ZMYND8 and the factors that are associated with active transcription (H3K4me3, p300, H3K27ac, BRD4, and H3K4me1). Interestingly, we found that ZMYND8 colocalizes with transcription activators at transcriptionally active genomic regions (Supplementary Fig. 2), suggesting that ZMYND8 positively regulates transcription. 

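Total RNA depleted of ribosomal RNA was sequenced from SK-N-SH cells, a human neuroblastoma line, in 4 groups of 2 libraries each. All groups received all-trans retinoic acid (ATRA, 10 μM), for 24 h according to the sample labels. In the overexpression experiment, cells with doxycycline-inducible FLAG-tagged ZMYND8 were compared with parental cells, and both received doxycycline (Dox). In the knockdown experiment, which had its own controls, cells with ZMYND8 knockdown were compared with KD control cells. The authors trimmed the reads, removed those of low quality, aligned the rest to GRCh38 with Hisat2 and counted them per gene with featureCounts, and they deposited these counts without normalization. The counts on genes totalled 44593697 and 54320055 in the parental libraries, and 47302263 and 38316523 in the ZMYND8 overexpression libraries. The totals were 54254164 and 56256979 in the KD control libraries, and 55381120 and 55744862 in the ZMYND8 knockdown libraries. Each comparison was fitted on its own 4 libraries with edgeR's quasi-likelihood test, TMM normalization and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p below 0.05, an absolute log2 fold change of at least 1 and a mean normalized count above 20, after the thresholds in the paper's methods. ZMYND8 (ENSG00000101040) lies on chromosome 20 of GRCh38 from 47209214 to 47356889. It had 3089 and 3612 counts in the parental libraries against 220691 and 182849 in the overexpression libraries, a log2 fold change of 5.87 (standard error 0.060, adjusted p = 5.04e-12). In the knockdown libraries it had 1641 and 1640 counts against 3128 and 3374 in the KD control libraries, a log2 fold change of -0.94 (standard error 0.056, adjusted p = 2.20e-06). The biological coefficient of variation between replicates was 0.0565 in the overexpression comparison and 0.0613 in the knockdown comparison. With 2 libraries per group, a result rests on few replicates, and leaving out a library leaves a group with 1.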

Further, to interrogate its role in regulating primary ATRA-induced transcription, we performed a whole transcriptome analysis upon depleting ribosomal RNA in the presence of ectopically induced ZMYND8 upon ATRA treatment (Figs. 2 and 3). 

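Supplementary Table 3 lists the genes behind each KEGG term, and the copy used here holds at most 23 identifiers per list, so that longer lists are not whole. Of the 57 terms for upregulated genes, 38 are whole, among them 6 terms of Fig. 2B with 54 different genes. These are Nicotine addiction, Cocaine addiction, Amphetamine addiction, GABAergic synapse, Aldosterone synthesis and secretion, and Serotonergic synapse. The authors chose these genes on the same libraries, so their direction here is not independent evidence. All 54 genes were tested and higher in ZMYND8 overexpression than in parental cells, and 50 passed all thresholds of a call. The median log2 fold change was 3.84, or 3.63 with the 10 genes whose parental libraries held 3 counts or fewer set at their lower bound. It stayed between 3.75 and 3.91 when each library was left out in turn. Taking out the trends of log2 fold change over gene length and GC content moved it most, to 3.29, with 46 genes called, and to 3.67 with 49 called when the correction left the median of all genes in place. This correction was chosen after seeing the data. The lists overlap, and their medians ranged from 3.46 for Cocaine addiction to 4.57 for Nicotine addiction. GRIN2A (ENSG00000183454), an NMDA receptor subunit gene on chromosome 16 of GRCh38 from 9753404 to 10182928, had 0 counts in both parental libraries and 349 and 328 in the overexpression libraries, which is at least 109-fold higher. GABRG1 (ENSG00000163285), a GABA receptor subunit gene, was at least 82-fold higher, and the calcium channel gene CACNA1H (ENSG00000196557) at least 128-fold higher. The potassium channel gene KCNJ6 (ENSG00000157542) was at least 65-fold higher. Over the 54 genes, the KD control libraries, which carry no overexpression, lay a median of 2.09 log2 units above the parental libraries, across experiments that cannot be separated from their batch.

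**Figure D1:**
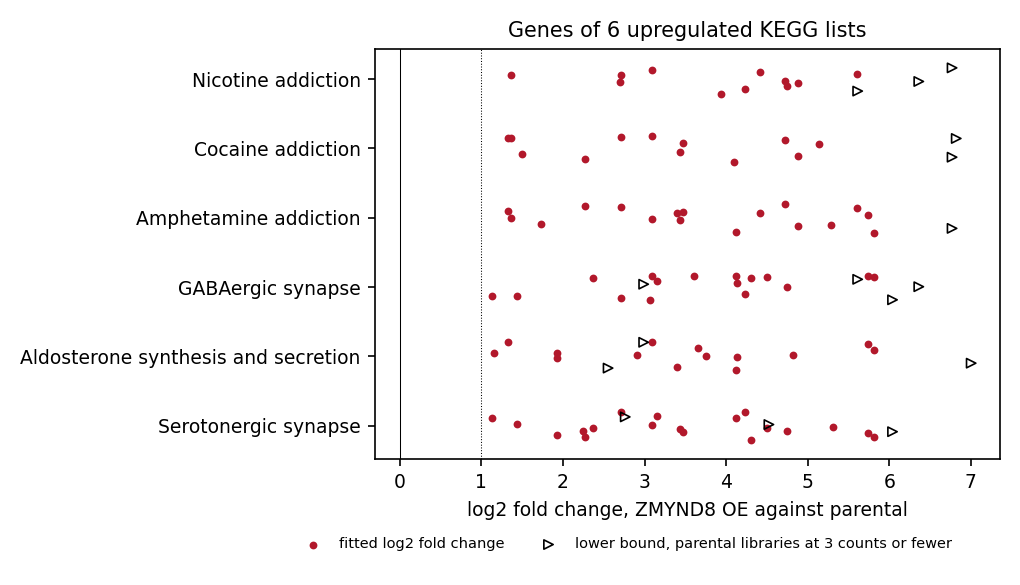
Log2 fold changes of ZMYND8 overexpression (OE) against parental cells for the genes of the 6 KEGG lists held whole, 1 list per line and 1 point per gene. Filled points are fitted values and open triangles are lower bounds for genes whose parental libraries held 3 counts or fewer, and all lie above 0.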

KEGG pathway analysis of differentially regulated genes showed that ZMYND8 modulates gene expression profiles associated with neuronal functions (Fig. 2A–C). Further, transcription factor target analysis of ZMYND8-regulated genes revealed that neuronal-specific transcription factors control the expression of these genes, such as *NRSF*, *MYOD*, *CHX10*, and *PRMT5* (Fig. 2D, E). Additionally, to investigate the role of ZMYND8 in regulating the transcription of active genomic regions, we analyzed the previously reported ChIP-seq data (from the ENCODE portal (https://www.encodeproject.org/) and visualized it on UCSC genome browser [29]) and identified the genomic regions in SK-N-SH cells that are enriched for H3K27ac and H3K4me1 (Supplementary Fig. 2). Using the total RNA-seq data, we quantified the levels of transcript synthesized from these regions. Interestingly, we found that ZMYND8 directly regulates the expression of these transcripts in response to ATRA treatment (Fig. 2F, G).

**Fig. 2:**
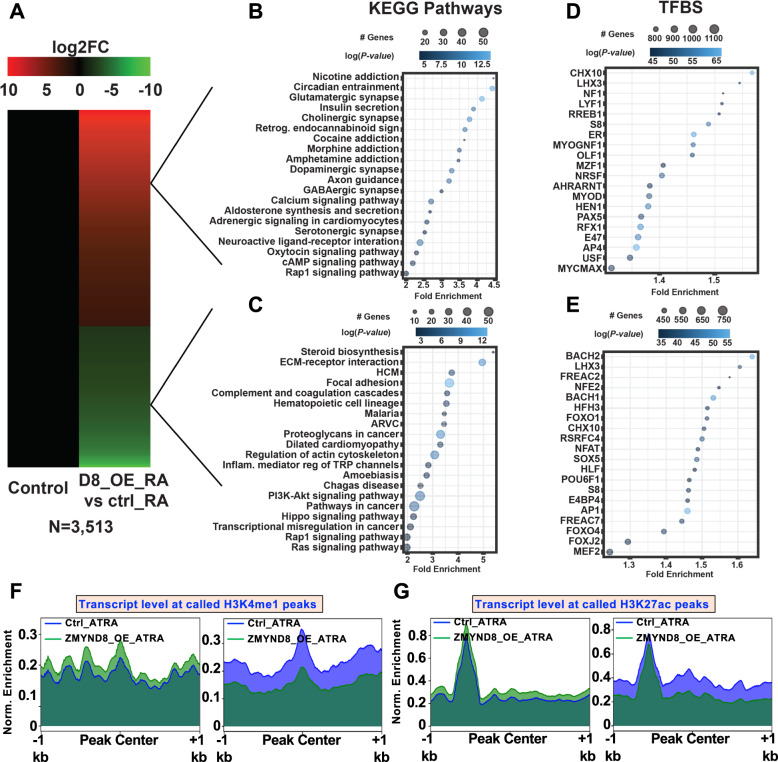
ZMYND8 overexpression along with ATRA treatment triggers key pathways involved in neuronal differentiation. **A** Heatmap showing differential gene expression upon ZMYND8 overexpression with ATRA treatment (annotated as ZMYND8_OE_ATRA). **B**–**E** KEGG pathways (**B**, **C**) and TFBS (**D**, **E**) of up (**B**, **D**) and down (**C**, **E**) regulated genes. **F**, **G** Transcript levels quantified at enhancers upon ATRA treatment with or without ZMYND8. Enhancers were defined by H3K4me1 and H3K27ac marks obtained from ENCODE ChIP-seq data in SK-N-SH cells.

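Of 20835 genes tested in the overexpression comparison, 12663 had an adjusted p below 0.05 and 3876 were called, 2450 of them higher (63.2%) and 1426 lower. Without a threshold on fold change, the number rose to 11332, and with a mean normalized count above 100 it fell to 2331. DESeq2 called 3601 genes, 3580 of them shared with the 3876. The share of higher genes was 62.8% with RLE normalization, 67.3% with upper quartile normalization and 62.0% with DESeq2. It did depend on where a correction for trends was centred. With the trends of log2 fold change over gene length and GC content taken out, a correction chosen after seeing the data, 4598 genes were called and 40.5% of them were higher. That correction shifted the median of all genes by -0.39 on the log2 scale. Set to leave that median where it was, a choice made after the first values were seen, it gave 3900 calls with 62.5% higher.

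**Figure D2:**
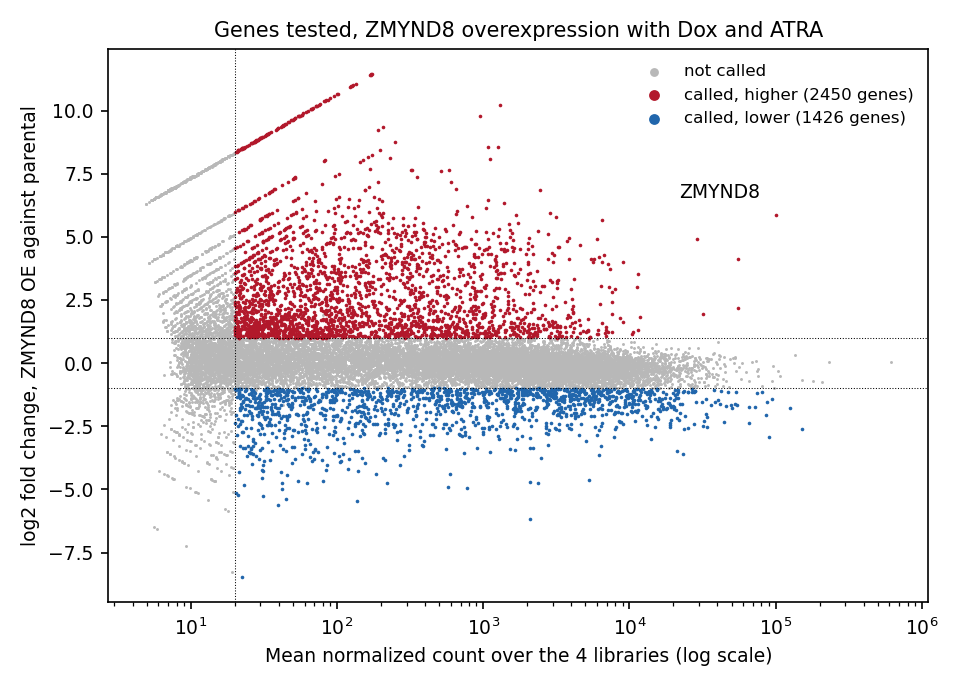
Log2 fold change of ZMYND8 overexpression (OE) against parental cells, plotted against the mean normalized count over the 4 libraries on a log axis, 1 point per gene tested. Red points are the 2450 genes called higher, blue points the 1426 called lower, and dotted lines mark the thresholds of a log2 fold change of 1 and a mean normalized count of 20.

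The 5 called genes with the largest fitted increase among those with a mean above 100 were RBFOX1 (ENSG00000078328), LRP2 (ENSG00000081479), CALCA (ENSG00000110680), GRIN2A and PCSK2 (ENSG00000125851). None had a count in the parental libraries, so the increases are lower bounds. RBFOX1, a splicing factor gene on chromosome 16 of GRCh38 from 5239802 to 7713340, had 383 and 318 counts in the overexpression libraries, at least 112-fold higher. LRP2 and CALCA were each at least 111-fold higher, and PCSK2 was at least 87-fold higher. Among lower genes, SUCNR1 (ENSG00000198829), which encodes a succinate receptor and lies on chromosome 3 from 151873643 to 151884619, went from a normalized count of 4110 ± 56.1 (SD, n = 2) to 57.2 ± 5.24 (SD, n = 2). Its log2 fold change was -6.16 (standard error 0.083, adjusted p = 1.73e-11, edgeR). NTS (ENSG00000133636), the neurotensin gene, went from 1120 ± 14.5 to 37.2 ± 4.50 (SD, n = 2 each), a log2 fold change of -4.92. SERPINB2 (ENSG00000197632), which shares 20.0% of its exon bases with a gene on the same strand, had a log2 fold change of -5.47. For MYPN (ENSG00000138347) it was -4.76. The lncRNA MSRB3-AS1 (ENSG00000250748), with 11.8% of its exon bases overlapping another gene, had a log2 fold change of -4.92. The KD control libraries carry no overexpression and differ by batch. Relative to library size, the log2 level of SUCNR1 was 6.43 in parental, 0.29 in overexpression and 0.42 in KD control libraries. For NTS (4.55, -0.30 and 1.86) and SERPINB2 (2.50, -2.655 and -1.02), KD control also lay nearer overexpression. For MYPN, MSRB3-AS1 and the 5 increased genes it lay nearer parental. A difference between the cultures therefore stays open, most plainly for SUCNR1.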

**Fig. 3:**
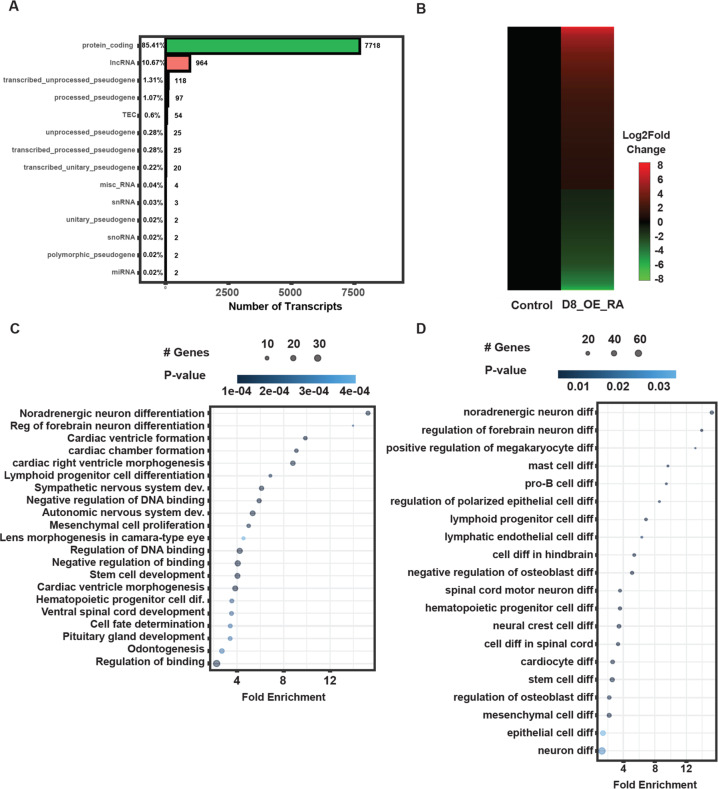
ZMYND8 regulates key pathways of neuronal differentiation. **A** Biotype-based classification of ZMYND8-regulate transcripts. **B** Heatmap depicting differential lncRNA gene expression upon ZMYND8 overexpression with ATRA treatment. **C** Genomic Regions Enrichment of Annotations Tool (GREAT) analysis of ZMYND-regulated lncRNAs. **D** The neuronal differentiation processes associated with ZMYND8-regulated lncRNAs as identified using GREAT.

In addition, we sought to determine the RNAs regulated by ZMYND8, including noncoding RNAs. Biotype analysis of differentially regulated transcripts revealed that ZMYND8 also regulates the transcription of non-coding RNAs (Fig. 3A). 

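At an adjusted p below 0.05 and a mean normalized count above 20, with no threshold on fold change, 11332 genes differed between ZMYND8 overexpression and parental cells. Their biotypes were taken from GENCODE release 44 by gene identifier. Protein-coding genes made up 9475 of them (83.6%, Wilson 95% interval 82.9 to 84.3%), 4385 higher and 5090 lower. With the trends over gene length and GC content taken out, 2377 protein-coding genes were higher and 8965 lower, and 4411 and 5272 when that correction left the median of all genes in place. Processed pseudogenes numbered 153 (1.35%), and transcribed unprocessed pseudogenes 147 (1.30%), of which 119 were higher and 28 lower. Reads of a pseudogene can also belong to its parent gene, so these counts are uncertain. A further 68 genes were classed as TEC, transcripts whose existence awaits experimental evidence. Only 7 snoRNA genes and 7 miRNA genes were among the 11332. The intervals cover counting error only, and genes are not independent of each other.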

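Genes with the biotype lncRNA numbered 1336, or 11.8% of the 11332 (Wilson 95% interval 11.2 to 12.4%). Among all 17727 genes tested with a mean normalized count above 20, 2783 were lncRNAs, or 15.7%. Of the 1336, 838 were higher and 498 lower in ZMYND8 overexpression, and with the trends over gene length and GC content taken out the numbers were 516 higher and 889 lower. That correction moved the median of all genes, and in the form that leaves it in place the numbers were 880 higher and 485 lower. Their median normalized count was 78.9 against 1608 for protein-coding genes, and their median absolute log2 fold change was 1.05 against 0.58. The share of lncRNAs moved most with a threshold of 1 on the absolute log2 fold change, to 18.3% of the 3876 genes called. It was 9.00% with DESeq2 and 14.6% without the threshold on the mean.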

The long noncoding RNAs (lncRNAs) were 10.67% of the differentially expressed transcripts regulated by ZMYND8. We subsequently characterized these transcripts further to delineate their roles in the biological processes of the ATRA differentiated cells (Fig. 3B–D). We used the “Genomic Regions Enrichment of Annotations Tool (GREAT)” to assess the biological significance of ZMYND8-regulated non-coding RNAs that are upregulated at least by one fold (Fig. 3B); intriguingly, we found that these RNAs are synthesized from the regions that are associated with neuronal differentiation (Fig. 3C). Additionally, GREAT analyses were used to identify all the differentiation processes may be associated with ZMYND8-upregulated lncRNAs (Fig. 3D). Collectively, these results suggest that ZMYND8 directly regulates transcription in response to ATRA treatment to control neuronal differentiation pathways.

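Among the 3876 genes called, 437 lncRNAs were higher and 274 lower in ZMYND8 overexpression. A mean normalized count above 100 moved the number of higher lncRNAs most, to 106. With the trends over gene length and GC content taken out, 295 were higher and 437 lower, and 464 and 264 when that correction left the median of all genes in place. The upregulated lncRNAs of Supplementary Table 6 were chosen by the authors on these libraries. Of these, 382 were tested and 4 had too few counts to be tested, and all 382 were higher, with both overexpression libraries above both parental libraries and an adjusted p below 0.05 (edgeR). All thresholds of a call were passed by 330, and the other 56, the 4 untested ones included, had a mean normalized count of 20 or less over the 4 libraries with TMM. Scaled by total counts alone, 41 had such a mean. With the trends over gene length and GC content taken out, all 382 remained higher and 368 had an adjusted p below 0.05, or all 382 when the correction left the median of all genes in place. The 3 called lncRNAs with the largest fitted increase had no counts in the parental libraries. ENSG00000283183, on chromosome 4 of GRCh38 from 577168 to 618076, had 109 and 111 counts in the overexpression libraries, at least 35-fold higher. ENSG00000287705, which shares 44.4% of its exon bases with a gene on the other strand, and VSTM2A-OT1 (ENSG00000224223) were each at least 19-fold higher. Among the lower lncRNAs, ENSG00000236069 fell from 45 and 42 counts to 0 in both overexpression libraries, at least 15-fold lower, and 51.2% of its exon bases lie opposite another gene. ENSG00000287023 was at least 13-fold lower and NTRAS (ENSG00000227764) at least 27-fold lower.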

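Noradrenergic neuron differentiation heads the biological processes that Supplementary Table 5 gives for the upregulated lncRNAs, with 13 lncRNAs, assigned to genes that include HAND2, PHOX2A, SOX11 and SOX4. These genes encode transcription factors. HAND2 (ENSG00000164107), on chromosome 4 of GRCh38 from 173524969 to 173530229, went from a normalized count of 5256 ± 17.4 in parental cells to 18501 ± 699 in ZMYND8 overexpression (SD, n = 2 each). Its log2 fold change was 1.82 (standard error 0.051, adjusted p = 5.77e-10, edgeR), and 24.1% of its exon bases lie opposite another gene. The log2 fold change was 1.17 for SOX11 (ENSG00000176887). PHOX2A (ENSG00000165462) and SOX4 (ENSG00000124766) changed less, by 0.63 and 0.38. With the trends over gene length and GC content taken out, these values became -0.17 and -0.12, in a form that moved the median of all genes by -0.39, and 0.21 and 0.25 when the correction left that median in place. For SOX11 the values were 0.75 and 1.13. Of the 13 lncRNAs, 12 were tested and all were higher, 9 of them called. SILC1 (ENSG00000232044), on chromosome 2 from 5932543 to 6003510, had 2 counts in each parental library and 213 and 183 in the overexpression libraries, at least 63-fold higher. On chromosome 4, the log2 fold changes of LINC00682 (ENSG00000245870) and ENSG00000251216 were 3.53 and 3.32. It was 3.33 for LINC02268 (ENSG00000248174), of which 21.0% of exonic 31-base sequences also occur on an alternate contig. HAND2-AS1 (ENSG00000237125) and ENSG00000286039 had values of 1.32 and 1.55. On chromosome 6, NBAT1 (ENSG00000260455) and CASC15 (ENSG00000272168) had values of 1.80 and 1.21, the latter 0.85 with the trends taken out and 1.23 with the median left in place. Mean counts of 20 or less kept 3 others from being called, ENSG00000250043 (at least 6-fold higher), ENSG00000250957 (log2 fold change 1.76) and ENSG00000255672 (2.29). ENSG00000249122 had 0 counts in both parental libraries and 10 and 15 in the overexpression libraries and was not tested.

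**Figure D3:**
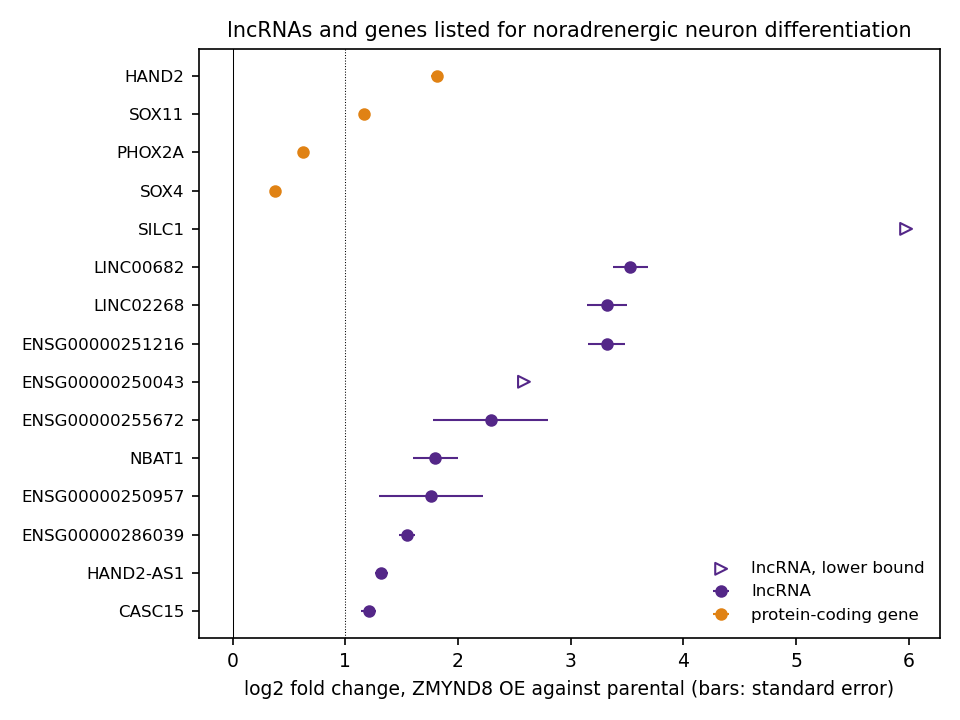
Log2 fold changes of ZMYND8 overexpression (OE) against parental cells for lncRNAs tested and protein-coding genes listed for noradrenergic neuron differentiation, those reported here. Points are fitted values with bars of 1 standard error, and open triangles are lower bounds for lncRNAs whose parental libraries held 3 counts or fewer.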

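Over the 382 lncRNAs of Supplementary Table 6 that were tested, the median log2 fold change was 1.84, with 36 lncRNAs at 3 parental counts or fewer, and it was the same with these at their lower bound. It ranged from 1.80 to 1.92 when each library was left out in turn. Over all 2450 genes called higher the median was 2.31, and over the 1426 called lower it was -1.54. From the pathways, transcription factor targets, enhancer transcripts and lncRNA loci behind these differences, the paper proposes that ZMYND8 acts directly on transcription under ATRA to control neuronal differentiation.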

### ZMYND8 regulates *MAPT* transcription through multiple mechanisms

Our previous study has shown that ZMYND8 regulates neuronal differentiation by controlling *TAU (MAPT)* expression [16]. ZMYND8 showed enhanced recruitment at the Retinoic Acid Response Element (RARE) site within *MAPT* promoter upon ATRA treatment, leading to its elevated expression [16]. Therefore we sought to elucidate the detailed mechanism of ZMYND8-dependent transcription of *MAPT*. A closer look at the *MAPT* gene through UCSC Genome Browser using ChIP-seq data in SK-N-SH cells showed that the promoter region has H3K27ac and H3K4me3 peaks (Fig. 4A). Interestingly, a clear H3K27ac peak was also observed at the intra-gene regulatory region (IGRR) (Fig. 4A). Furthermore, an enhanced H3K27ac occupancy was found in the absence of ZMYND8 followed by ATRA treatment in SK-N-SH and SH-SY5Y cells, as observed by ChIP assays (Fig. 4B and Supplementary Fig. 3A).

**Fig. 4:**
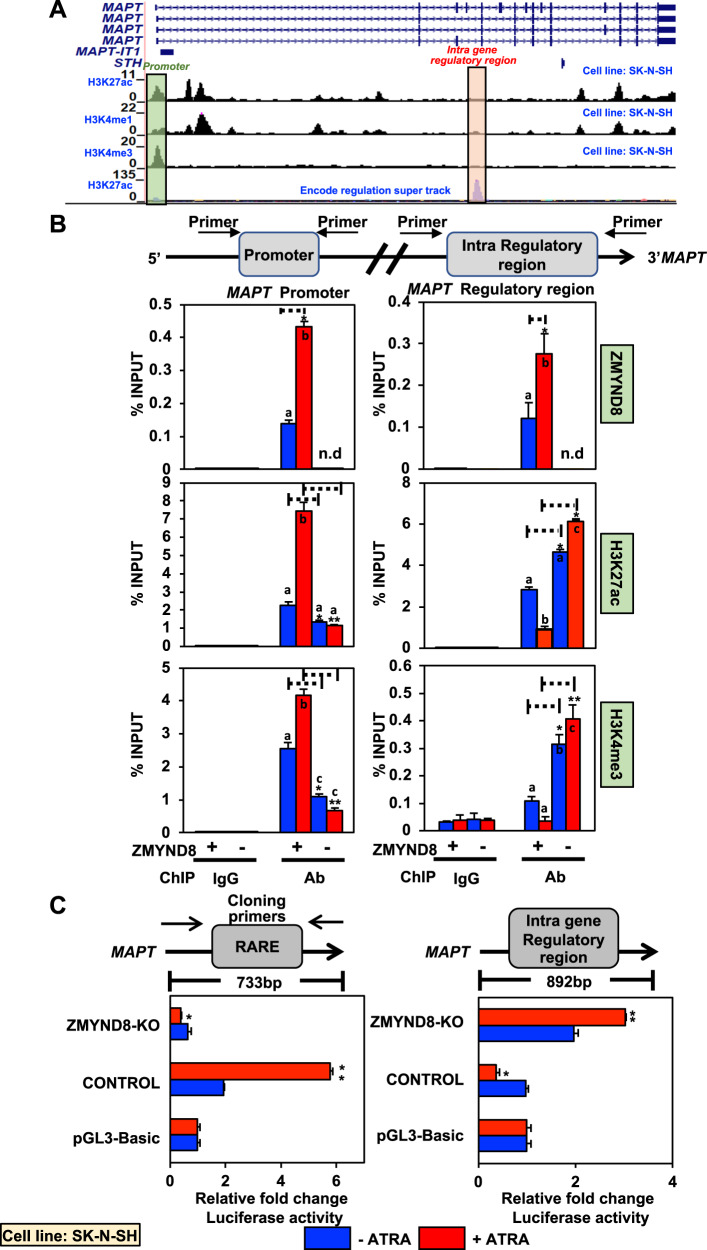
The absence of ZMYND8 shows increased transcription from *MAPT* intra-regulatory region. **A** UCSC Genome Browser track showing the histone modifications (H3K27ac and H3K4me3) at the *MAPT* gene; data was accessed from ENCODE. **B** Bar plots of qPCR showing enrichment of ZMYND8, H3K27ac, and H3K4me3 at the *MAPT* promoter (left panel) or intra-gene regulatory region (IGRR) (right panel) in ZMYND8-knockout (ZMYND8-KO) or control SK-N-SH cells with or without ATRA treatment. **C** Luciferase assay measuring the firefly luciferase activity of *MAPT* promoter (left panel) or intra-gene regulatory region (right panel) in *ZMYND8*-knockout (*ZMYND8*-KO) or control SK-N-SH cells with or without ATRA treatment. All firefly luciferase activities were normalized to renilla luciferase activity. Error bars indicate sem.; *n* = 3; three independent experiments. A two-tailed *t*-test was used to calculate *P*-values. *P < 0.05; **P < 0.01. One-way ANOVA was used to compute statistical differences. Boxes marked with a, b, and c are significantly different from each other padj-value = < 0.05.

To assess the epigenetic landscape at the *MAPT* promoter (TSS) and the IGRR, we performed ChIP assays in *ZMYND8* knockout (*ZMYND8*-KO) SK-N-SH cells with or without ATRA treatment. ZMYND8 showed enhanced recruitment at the *MAPT* promoter and IGRR in an ATRA-dependent manner (Fig. 4B). Furthermore, we identified the domains involved in recruiting ZMYND8 at its target site. Interestingly we found that the MYND domain of ZMYND8, which is involved in mediating protein-protein interaction, is responsible for the recruitment at the *MAPT* promoter (Supplementary Fig. 3B). However, both the chromatin binding module PBP (PWWP-Bromo-PHD) and the MYND domain of ZMYND8 are crucial for its recruitment to the *MAPT* IGRR (Supplementary Fig. 3B).

Interestingly, ZMYND8 recruitment at the promoter was also accompanied by increased H3K27ac and H3K4me3 occupancy, which were drastically reduced in the *ZMYND8* knockout background (Fig. 4B). IGRR, on the other hand, showed a decrease in H3K27ac and H3K4me3 levels upon ATRA treatment, which got significantly elevated in the absence of ZMYND8 followed by ATRA treatment (Fig. 4B). However, no significant enrichment of H3K4me1 was found in the IGRR region in the lack of ZMYND8 even upon ATRA-treatment (Supplementary Fig. 3C), indicating that it is possibly a bona fide promoter of *MAPT* isoform, not an enhancer. Additionally, several other neuronal genes, including *DRD2* and *SCN2A*, showed similar H3K27ac peaks within the gene body region, further validated by ChIP assays (Supplementary Fig. 3D-3G). Therefore, our results indicated a repressed epigenome at the *MAPT* promoter in the absence of ZMYND8, thereby suppressing *MAPT* transcription. Contrastingly, the IGRR region was transcriptionally triggered in the absence of ZMYND8. Our results could be extrapolated to other neuronal genes harboring the intra-regulatory region.

To determine the outcome of these alterations in the epigenome, we assessed the *MAPT* promoter activity in the absence of ZMYND8. The *MAPT* RARE site was cloned in a pGL3 basic vector. Increased firefly luciferase activity was observed upon ATRA treatment exclusively in the presence of ZMYND8 (Fig. 4C). However, the loss of ZMYND8 could not activate the *MAPT* promoter upon ATRA treatment (Fig. 4C). Furthermore, to elucidate the transcriptional activity of the IGRR, it was cloned in the pGL3 basic vector, and luciferase activity was scored. Interestingly the IGRR was transcriptionally active only in the absence of ZMYND8 upon ATRA treatment in SK-N-SH cells (Fig. 4C). Similarly, *ZMYND8* knockdown attenuated the promoter activation and augmented IGRR firing in SH-SY5Y cells upon ATRA treatment (Supplementary Fig. 3H and 3I). These results indicate that ZMYND8 differentially regulates transcription from the promoter, and IGRR, which is similar across different neuronal cell lines.

### ZMYND8 regulates the epigenetic landscape of the *MAPT* gene

To assess the epigenetic landscape of the *MAPT* promoter and the IGRR site, a series of ChIP assays were performed upon ATRA treatment in *ZMYND8*-KO SK-N-SH cells. Loss of ZMYND8 led to an increase in the recruitment of NuRD complex (CHD4, MTA1, and HDAC1) at the promoter region (Fig. 5A–C), indicating NuRD independent role of ZMYDN8. The absence of ZMYND8 also decreased p300 and CBP recruitment at the promoter region (Fig. 5D, E). Next, we wanted to check whether enrichment of ZMYND8 at the IGRR site was through its NuRD-dependent function. Indeed, removal of CHD4, MTA1, and HDAC1 (NuRD complex) from the IGRR was found upon loss of ZMYND8 in ATRA-treated condition (Fig. 5A–C). Contrastingly, increased occupancy of CBP and p300 was observed at the IGRR upon ZMYND8 loss, followed by ATRA treatment (Fig. 5D, E). Moreover, coimmunoprecipitation with NuRD component subunits (CHD4 or HDAC1) showed a strong interaction with ZMYND8 in the presence of ATRA (Fig. 5F). Reciprocal pull down of ZMYND8 also showed its association with NuRD complex (Fig. 5F).

**Fig. 5:**
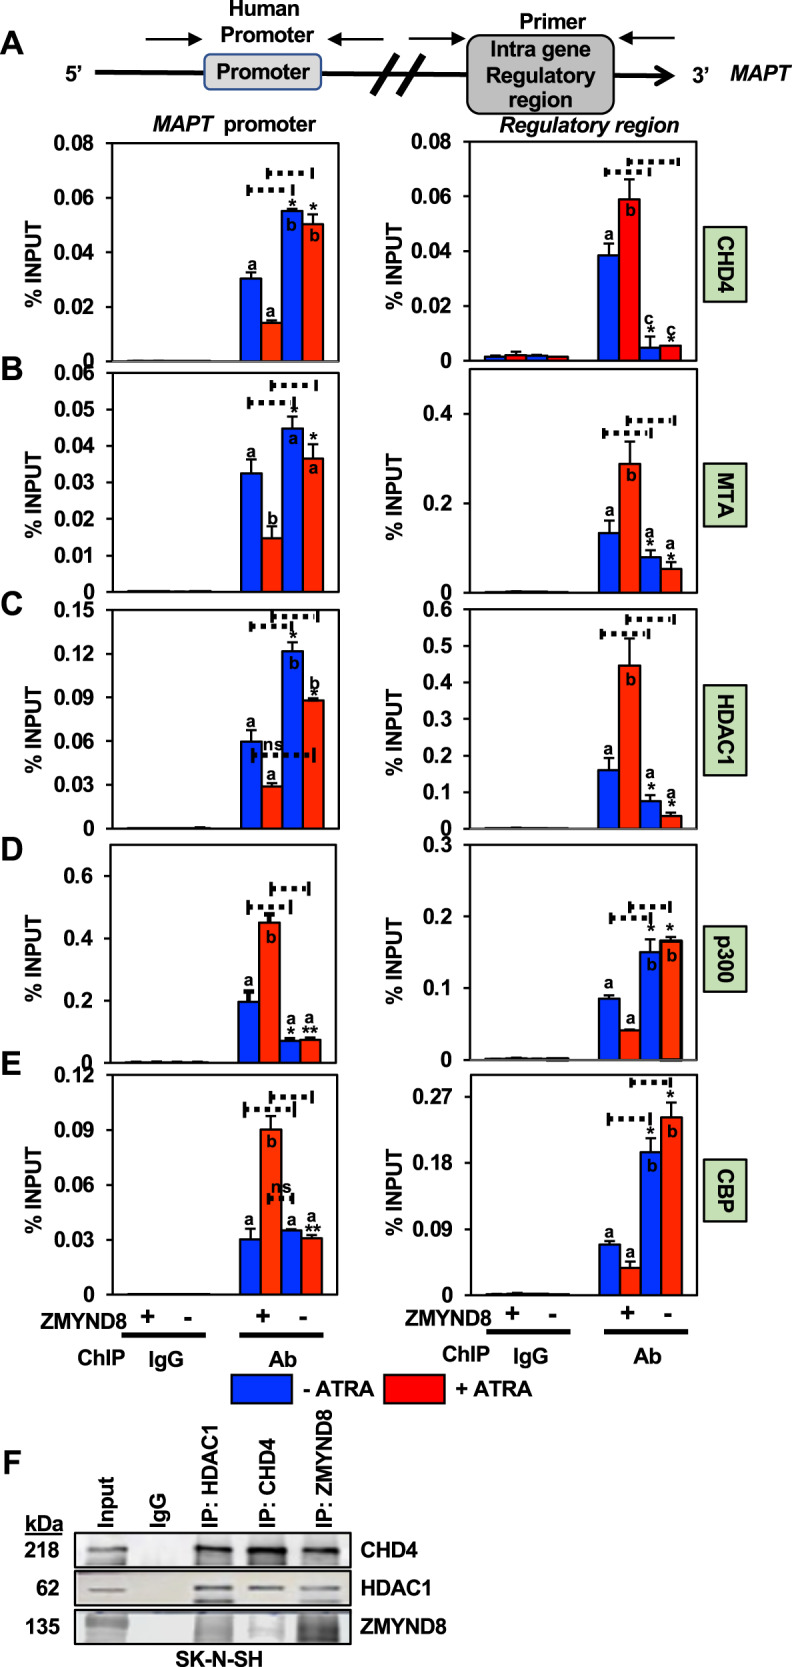
ZMYND8 is associated with the transcription repressor complex at the *MAPT* intra-regulatory region. **A**–**E** Bar plots of qPCR showing enrichment of CHD4 (**A**), MTA1 (**B**), HDAC1 (**C**), p300 (**D**), and CBP (**E**) at the *MAPT* promoter and IGRR in *ZMYND8*-knockout (*ZMYND8*-KO) or control SK-N-SH cells with or without ATRA treatment. Error bars indicate sem.; *n* = 3; three independent experiments. A two-tailed *t*-test was used to calculate *P*-values. *P < 0.05; **P < 0.01. One-way ANOVA was used to compute statistical differences. Boxes marked with a, b, and c are significantly different from each other padj-value = <0.05. **F** Coimmunoprecipitation showing ZMYND8 associates with NuRD subunits (HDAC1 and CHD4) and vice versa.

Increased recruitment of EZH2 explains the increased H3K27me3 levels at the promoter in the *ZMYND8*-KO cells followed by ATRA treatment (Fig. 6A, B). In contrast, a significant decrease in occupancy of EZH2 and H3K27me3 levels was found at the IGRR site in *ZMYND8*-KO cells (Fig. 6A, B). Loss of well-known transcription activation marks such as H4K5ac and H4K8ac was observed from TSS in the absence of ZMYND8 (Fig. 6C, D). However, increased occupancy of H4K5ac or H4K8ac at the *MAPT* IGRR was found in *ZMYND8*-KO cells followed by ATRA treatment, indicating an increase in transcription activating signatures (Fig. 6C, D). The absence of ZMYND8 also decreased BRD4, CDK9, and RNA polymerase II phosphoS5 from the promoter region (Fig. 6E–G). However, there was no alteration in the levels of RNA polymerase II phosphoS2 in this region (Fig. 6H). Contrastingly, an increase in BRD4 and a decrease in CDK9 levels were observed at IGRR upon loss of ZMYND8, followed by ATRA treatment (Fig. 6E, F). Surprisingly, an enhanced occupancy of RNA polymerase II phosphoS5 followed by a decrease in RNA polymerase II phosphoS2 upon ZMYND8 loss indicated a de novo transcription event from the IGRR of *MAPT* (Fig. 6G, H). Similar observations could be noted at the *MAPT* promoter and IGRR upon *ZMYND8* knockdown in SH-SY5Y cells (Supplementary Fig. 4). To delineate that ZMYND8 is associated with NuRD complex and EZH2 (as a component of PRC2) at the IGRR site, we performed two separate Re-ChIP assays. Upon immunoprecipitating ZMYND8 followed by CHD4, we observed a ZMYND8/CHD4 complex recruitment at IGRR as observed by Re-ChIP assay (Fig. 6I). Similar complexes of ZMYND8/EZH2 could also be seen at the IGRR site (Fig. 6J). Since we had already observed that ZMYND8 and NuRD sub-units interact with each other, we hypothesized the assembly of the ternary complex was through the direct association of ZMYND8 with EZH2. And we observed a ZMYND8/EZH2 complex formation by immunoprecipitation assays (Fig. 6K). These results suggest that ZMYND8 positively regulates MAPT transcription by establishing a transcriptionally favorable epigenetic environment at the *MAPT* promoter. However, loss of ZMYND8, on the other hand, is critical in initiating transcription from IGRR, which generates a noncoding transcript annotated as *MAPT213* (noncoding isoform) in ENCODE.

**Fig. 6:**
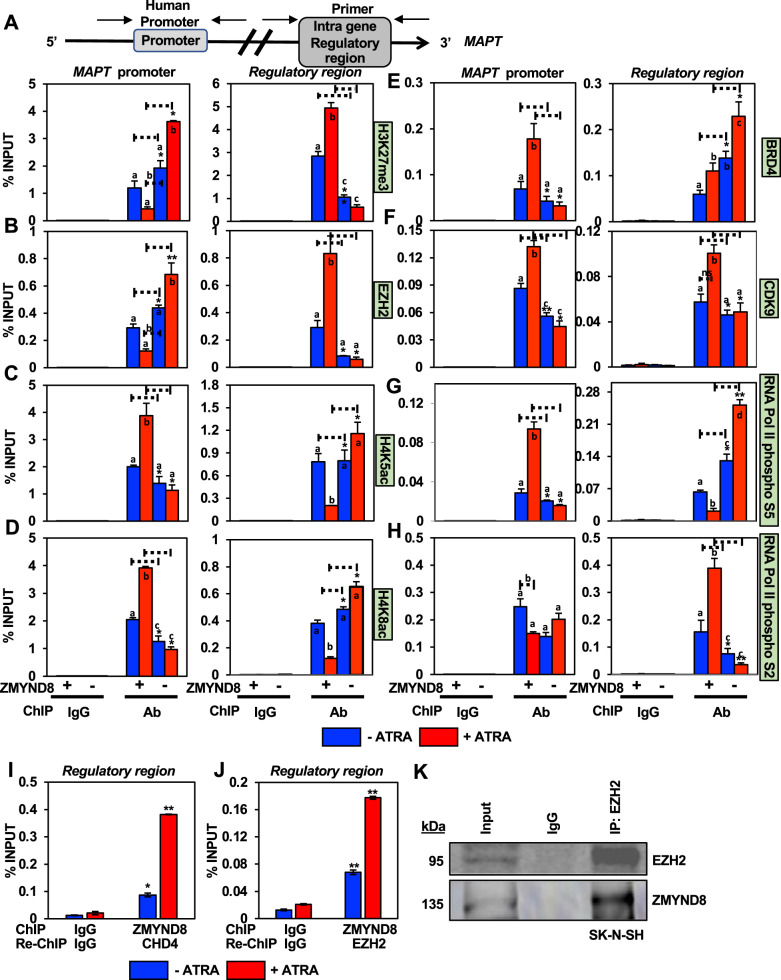
ZMYND8 switches to the transcription activating epigenetic landscape at the intra-gene regulatory region of *MAPT*. **A**–**H** Bar plots of qPCR showing enrichment of H3K27me3 (**A**), EZH2 (**B**), H4K5ac (**C**), H4K8ac (**D**), BRD4 (**E**), CDK9 (**F**), RNA pol II phosphoS5 (**G**), and RNA pol II phosphoS2 (**H**) at the *MAPT* promoter and IGRR in *ZMYND8*-knockout (*ZMYND8*-KO) or control SK-N-SH cells with or without ATRA treatment. **I**, **J** Re-ChIP assays show ZMYND8 forms complex with CHD4 (subunit of NuRD) (**I**) and EZH2 (subunit of PRC2) (**J**) at the IGRR site. Error bars indicate sem.; *n* = 3; three independent experiments. A two-tailed *t*-test was used to calculate *P*-values. *P < 0.05; **P < 0.01. One-way ANOVA was used to compute statistical differences. Boxes marked with a, b, and c are significantly different from each other padj-value = < 0.05. **K** Coimmunoprecipitation shows an association between EZH2 and ZMYND8.

### ZMYND8 loss promotes the synthesis of a transcript from IGRR of the *MAPT* gene

Loss of ZMYND8 promotes the transcription from *MAPT* IGRR (*MAPT213*) instead of the full-length *MAPT*. Processed *MAPT* full-length transcript has 13 exons (Fig. 7A), and there are 6 major alternatively spliced isoforms. We analyzed the different *MAPT* exon-specific transcripts. Remarkably, the absence of ZMYND8 led to downregulation of *MAPT* transcripts (exon 1–3) and an increase in the expression of exon 4 onwards upon ATRA treatment SK-N-SH cells (Fig. 7B). Similar results were observed in *ZMYND8*-knockdown SH-SY5Y cells followed by ATRA treatment (Supplementary Fig. 5A). Furthermore, we analyzed the expression of MAPT protein, TAU, using three separate antibodies against N-term, C-term, or TAU5. Immunoblot analysis using all the antibodies showed no TAU protein production in *ZMYND8*-KO SK-N-SH cells with or without ATRA treatment (Fig. 7C). This suggests the differential expression of *MAPT* isoform lacks coding exons (1–3). Next, we wanted to delineate whether this transcript is non-coding, for which we designed primers encompassing the intronic region between exons 4 and 5. The high levels of this non-coding transcript (ncRNA) were found in differentiated neurons from NSCs, and ATRA-treated SK-N-SH and SH-SY5Y cells in the absence of ZMYND8 (Fig. 7D, E and Supplementary Fig. 5B). Interrogation of the GENCODE database showed that *MAPT* ncRNA corresponds to a *MAPT* isoform known as *MAPT213*. To analyze the coding ability of *MAPT213*, polysome profiling of control or *ZMYND8*-KO ATRA treated SK-N-SH cells was performed. Fewer polysomes were bound to the *MAPT213* (Fig. 7F). Furthermore, we quantitated the copy number of *MAPT* and *MAPT213* in *ZMYND8*-KO ATRA treated SK-N-SH cells. An inverse correlation was found between *MAPT* and *MAPT213* copy number per cell in control or *ZMYND8*-KO ATRA treated SK-N-SH cells (Fig. 7G). These results indicate gene isoform switching and the synthesis of ncRNA within the *MAPT* gene upon loss of ZMYND8.

**Fig. 7:**
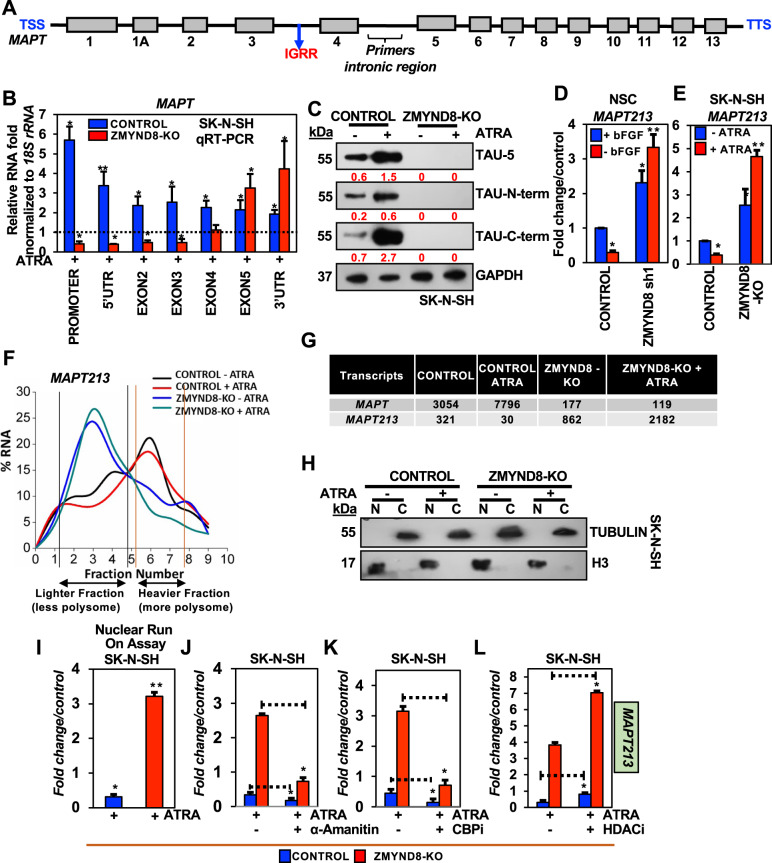
The absence of ZMYND8 triggers the expression of the non-coding transcript from the intra-gene regulatory region of the *MAPT* gene. **A** Schematic representation of *MAPT* gene representing the TSS (Transcription Start Site), exons (1-13), intra-gene regulatory region, an intronic region from where primers were designed for the noncoding transcript, and TTS (Transcription Termination Site). **B** qRT-PCR showing expression of *MAPT* transcripts from the promoter, 5'UTR, Exons 2–5, and 3'UTR in *ZMYND8*-knockout (*ZMYND8*-KO) or control SK-N-SH cells with or without ATRA treatment. **C** Immunoblots showing TAU expression with anti-TAU antibody against epitopes specific to N-term, C-term, or TAU5 in *ZMYND8*-knockout (*ZMYND8*-KO) or control SK-N-SH cells with or without ATRA treatment. GAPDH served as a loading control. The immunoblots are quantified and represented as numerical, reflecting the band intensity normalized to loading control. **D**, **E** qRT-PCR showing expression of *MAPT Intra gene transcript (MAPT213)* upon *ZMYND8* knockdown in bFGF depleted NSC (**D**), or ATRA treated *ZMYND8* knockout (*ZMYND8*-KO) SK-N-SH cells (**E**). **F** Polysome profiling to determine the polysome bound fractions of *MAPT Intra gene transcript (MAPT213)* in *ZMYND8*-knockout (*ZMYND8*-KO) or control SK-N-SH cells with or without ATRA treatment. **G** Copy number /number of molecules of full-length *MAPT* and *MAPT Intra gene transcript (MAPT213)* determined from *ZMYND8*-knockout (*ZMYND8*-KO) or control SK-N-SH cells with or without ATRA treatment. **H** Immunoblot showing the efficiency of cell fractionation. Histone H3 and Tubulin are used as nuclear or cytosolic markers, respectively. **I** Nuclear run-on assay to show *MAPT Intra gene transcript* transcription efficiency in *ZMYND8*-knockout (*ZMYND8*-KO) or control SK-N-SH cells with or without ATRA treatment. **J**–**L** qRT-PCR showing expression *of MAPT Intra gene transcript* under α-Amanitin (10 μg/ml for 16 h) (**J**), CBP inhibitor (Curcumin 10 μM for 16 h) (**K**), or HDAC1 inhibitor treatment (TSA 2 μM for 24 h) (**L**) in *ZMYND8*-knockout (*ZMYND8*-KO) or control SK-N-SH cells with or without ATRA treatment. Error bars indicate sem.; *n* = 3; three independent experiments. A two-tailed *t*-test was used to calculate *P*-values. *P < 0.05; **P < 0.01.

To functionally characterize, we determined the subcellular localization of the *MAPT213*. First, the fractionation efficiency was verified by immunoblotting with cytosol-specific marker, Tubulin or nucleus-specific marker, histone H3 (Supplementary Fig. 5C). An increased *MAPT213* level in the nuclear fraction was found upon ATRA treatment in *ZMYND8*-KO SK-N-SH cells (Supplementary Fig. 5D). The cytosolic fraction was normalized to *18* *S rRNA* and the nuclear fraction to *U6snRNA*. Also, we performed nuclear run-on assay in control or *ZMYND8*-KO SK-N-SH cells to assess the transcription efficiency of *MAPT213*. The cellular fractionation was verified by immunoblotting with specific cytosolic (Tubulin) and nuclear (H3) markers (Fig. 7H). The nuclear run-on assay showed a higher transcription efficiency of *MAPT213* in *ZMYND8*-KO SK-N-SH cells with ATRA treatment (Fig. 7I). Also, treatment with α-Amanitin showed inhibition of RNA Polymerase II, resulting in the decrease of *MAPT213* levels, indicating an RNA polymerase II-dependent transcription (Fig. 7J). Next, we wanted to decipher the role of epigenetic modulators that could impact the expression of this non-coding transcript. To this end, ATRA-stimulated control and *ZMYND8*-KO SK-N-SH cells were treated with CBP inhibitor (curcumin, 10 μM for 16 h) and HDAC inhibitor {Trichostatin A (TSA), 2 μM for 24 h}. Treatment with curcumin led to repression, whereas TSA treatment led to upregulation of the *MAPT213* in these cells (Fig. 7K, L). Remarkably, analysis of RNA-seq data extracted from GTEx brain samples showed a correlation between *ZMYND8* and *MAPT213* expression was low, as compared to ZMYND8 and full-length *MAPT* (Supplementary Fig. 5E). Moreover, in a manner similar to the majority of the noncoding RNAs, *MAPT213* is primate-specific (Supplementary Fig. 5F) and not conserved in mice.

Further, to understand whether or not *MAPT213* has any functional role in regulating its host *MAPT* gene expression, the *MAPT213* transcript was cloned and expressed alone or in combination with *ZMYND8* in SK-N-SH cells. Although the expression of full-length *MAPT* transcript was induced by ZMYND8 overexpression, it gets repressed by ectopic expression of *MAPT213* (Fig. 8A, B). Remarkably, the effect of *MAPT213* overexpression on MAPT wild-type transcription was dominant negative as even ZMYND8 overexpression could not alleviate the repressive effect (Fig. 8B). Similar results could also be observed in the MAPT protein level (Fig. 8C). Collectively, our results indicate a gene isoform switching of *MAPT* gene resulting in expression of *MAPT213* that lacks protein-coding ability. *MAPT213*, in turn, represses the full-length MAPT, thus impairing neuronal differentiation.

**Fig. 8:**
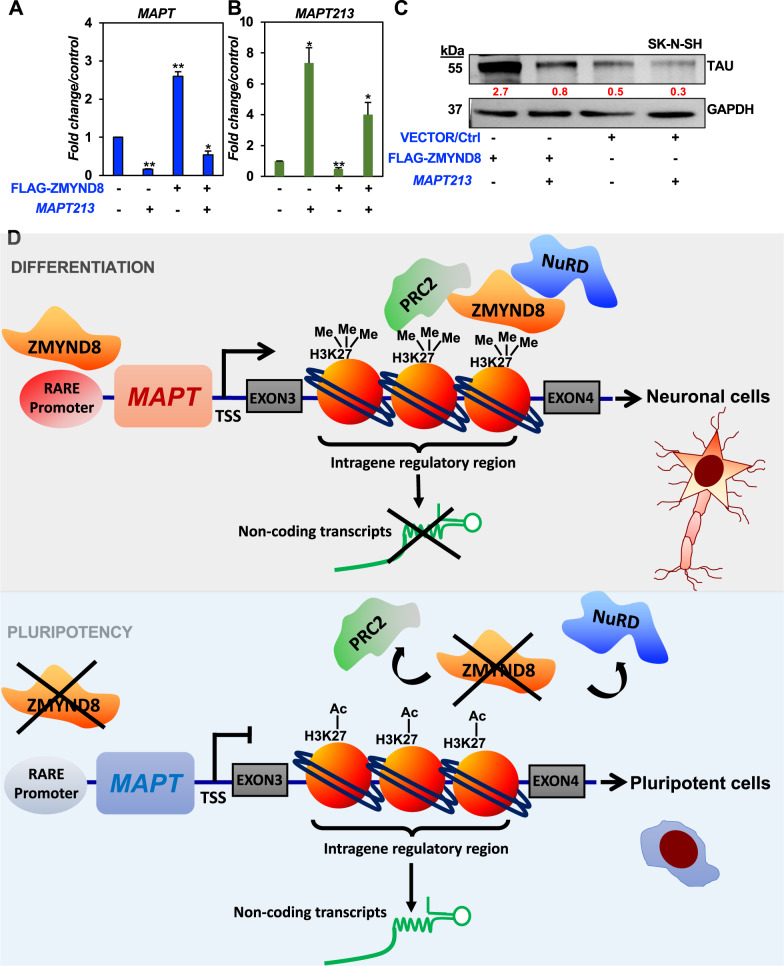
Antagonistic relationship between *MAPT213* and full-length *MAPT* transcription. **A**, **B** qRT-PCR showing expression of full-length *MAPT* (*MAPT*) (**A**) or *MAPT213* (*Intra gene transcript*) (**B**) in either *ZMYND8* alone, *MAPT213* alone, or both *ZMYND8* and *MAPT213* overexpressed SK-N-SH cells. **C** Immunoblots showing expression of TAU in either *ZMYND8* alone, *MAPT213* alone, or both ZMYND8 and *MAPT213* overexpressed SK-N-SH cells; GAPDH served as a loading control. The immunoblots are quantified and represented as numerical, reflecting the band intensity normalized to loading control. **D** Model depicting ZMYND8-dependent transcriptional regulation of *MAPT*. Error bars indicate sem.; *n* = 3; three independent experiments. A two-tailed *t*-test was used to calculate *P*-values. *P < 0.05; **P < 0.01.

## Discussion

Differentiation of NSCs to neurons or glial lineage is well-orchestrated by epigenetic programs (which include histone PTMs and ncRNA mediated regulations) and transcription factor dynamics [3, 4]. Recently, zinc finger family protein ZMYND8 has been identified as a chromatin reader regulating ATRA-dependent transcription [16].

The role of *ZMYND8* or mutated *ZMYND8* is not known in neurological disorders. However, it has been shown to interact with Drebrin ADF-H, a protein that has been demonstrated to be associated with Alzheimer’s disease [26]. These studies led us to determine the function of *ZMYND8* in neuronal differentiation. Here we show that ZMYND8 plays a crucial role in the fate determination of the NSCs to the neuronal lineage. ZMYND8 loss inhibits neural differentiation and maintains the pluripotency state of the cells, evident from upregulated expression of pluripotency genes, *NESTIN* and *SOX2*, and attenuated levels of lineage commitment genes such as *MAPT* or *TUBBIII*. The KEGG pathway analysis indicated that ZMYND8 regulates pathways associated with neuronal functions suggesting a substantial role of ZMYND8 in ATRA-dependent transcription and neuronal differentiation. Further investigation is required to identify the in-depth role of ZMYND8 in the later stages of neuronal differentiation and the functioning of neurons.

Interestingly, apart from differentially regulating the protein-coding transcripts, we observed that ZMYND8 also regulates the noncoding transcripts. The previous report has identified that the *Trojan* lncRNA is instrumental in degrading ZMYND8, thereby promoting Triple-Negative Breast Cancer (TNBC) progression [30]. However, to date, there is no detailed study to identify the role of ZMYND8 in regulating noncoding transcription during neuronal differentiation. Interestingly, we observed that many of these noncoding transcripts regulated by ZMYND8 were intragenic with hitherto unreported functions. Therefore, the detailed function of these non-coding transcripts needs to be investigated to unravel the different mechanisms involved in neurogenesis.

Non-coding RNAs regulate gene expression at several levels via modulating chromatin structure and function, thereby regulating local and distal genes [31]. Long non-coding RNAs (lncRNAs) such as *ANRIL* facilitate the recruitment of PRC2 at *CDKN2A* and *CDKN2B* promoters to repress transcription and regulate cellular senescence [32]. LncRNAs also inhibit the recruitment of transcription factors or RNA polymerase II [33], thus altering histone modifications to reduce chromatin accessibility [34]. Enhancer-derived lncRNAs modulate chromatin topology associated with chromatin regulators to activate gene expression [35]. We were interested in comprehending the mechanism by which ZMYND8 regulates noncoding RNAs in the context of neuronal differentiation. Previously we observed that ZMYND8 remarkably alters the transcription of several neuronal differentiation markers, including *MAPT*, upon ATRA-treatment in neuroblastoma cells [16].

Interestingly, we had attributed the same in two different contexts, (i) a promoter-specific regulatory mechanism, where ZMYND8 forms complex with RNA Polymerase II initiation competent complex, and (ii) a regulatory mechanism specific to gene body, where ZMYND8 could get recruited to the modifications such as H3.1K36me2/H4K16ac via its chromatin reader function and possibly preventing the cryptic transcription events. However, a detailed study on the latter mechanism is lacking. Interestingly, microtubule-associated protein TAU or *MAPT* is an early neuronal differentiation marker expressed in the axonal region. The functional significance of different TAU isoforms is comprehended through their regulation during development. Finally, we investigated the mode of regulation of the *MAPT* gene by ZMYND8 during ATRA-induced neuronal differentiation.

In the human brain, six different TAU isoforms are synthesized by alternative splicing or gene-isoform switching of *MAPT* [36]. These isoforms vary with either none, one or two N-terminal inserts, and at C-terminus with either three or four microtubule-binding domains. However, mining *MAPT* gene transcripts in Ensembl clearly shows the existence of thirteen different protein-coding isoforms and one isoform that shows nonsense-mediated decay. The function of all of these transcripts is not well characterized. Four other isoforms do not code for any protein, either processed transcripts or retained intron. *MAPT213* is one such non-coding transcript whose function remains to be elucidated. We observed that transcription of *MAPT* full length and *MAPT213* follows distinct mechanisms steered by ZMYND8. The cis-transcriptional regulatory mechanism by long noncoding RNA is well-known. However, lncRNAs such as *Dali* regulate neuronal differentiation at local and distal genomic loci [37]. We observed that ZMYND8 represses transcription of *MAPT213*, which inhibits the *MAPT* full-length transcription upon activation. However, whether *MAPT213* has similar distal regulatory mechanisms is yet to be identified.

We finally aimed to understand the molecular details of ZMYND8-mediated transcription regulation of *MAPT* full length and *MAPT213*. ZMYND8 has been involved in both activation and repression of gene transcription. ZMYND8 associates with CHD4, a key component of the NuRD complex via its MYND domain, thereby repressing the gene transcription [22] at the DNA damage site. Similarly, its interaction with JARID1D or KDM5C suppresses the activation of metastasis-linked genes in various cancers [38]. Furthermore, ZMYND8 interacts with RNA pol II phosphorylated at S5 at the promoter-proximal region and activates ATRA-induced gene transcription [16].

Interestingly, the intra-gene regulatory transcription event from within the *MAPT* gene peeked in the absence of ZMYND8, as observed through the predominance of epigenetic signatures of H3K27ac and H3K4me3. Further, there was differential recruitment of transcription regulatory complexes at these two sites of the *MAPT* gene depending upon the presence of ZMYND8. When ZMYND8 was present, there was preferential recruitment of coactivators p300/CBP at the *MAPT* promoter, which was further induced upon ATRA treatment. However, in the absence of ZMYND8, a preferential gene isoform switching mechanism was initiated, which led to the production of the intra-gene transcript, *MAPT213*, upon removal of NuRD repressor complex and recruitment of p300/CBP. The alleviation of transcription repression followed by activation events could also be observed by favorable recruitment of transcription complex subunits BRD4/RNA Pol II phosphorylated at S5.

Collectively our results showed the dual function of ZMYND8 in promoting neuronal differentiation (Fig. 7D). Its interaction with the RNA-polymerase II complex transcriptionally activates several neuronal genes, including *MAPT*. Through association with transcription repressor complexes such as NuRD or PRC2, it represses the intra-gene transcription. In addition, it inhibits the synthesis of *MAPT213*, promoting the processive transcription of key neuronal gene *MAPT* involved in neural differentiation. This dual mode of transcription regulation of ZMYND8 is validated in multiple candidate genes regulating neuronal differentiation programs and could be considered a generalized mechanism. Suppressing the intra-genic transcription and promoting the neuronal genes’ full-length transcription events could have broader implications for cancer prevention. Thus, ZMYND8 could be employed to program the neuroblastoma cells towards a differentiated phenotype and has a huge therapeutic potential.

## Methods

### Cell lines, cell culture, and transfections

HEK293T, SK-N-SH, and SH-SY5Y cells were cultured in DMEM (Dulbecco’s Modified Eagle’s Medium; Gibco). The media was supplemented with 10% FBS (fetal bovine serum; Gibco) and 1% antibiotic-antimycotic (Gibco), and cells were maintained at humified37 °C and 5% CO_2_. A negative test report of mycoplasma contamination was obtained for all the cell lines used in this study. DNA fingerprinting was used to validate all the cell lines used in the study at MD Anderson Cancer Center Characterized Cell line core facility. Transient transfections were performed using Lipofectamine 2000 (Invitrogen) in cells counted and seeded in 12-well or 6-well, or 6-cm dishes per the manufacturer’s protocol.

### Cell differentiation

Neural Stem Cells were obtained from Gibco, Invitrogen and were maintained in Knockout DMEM/F12 supplemented with 2% StemPRO NSC SFM, EGF (20 ng/mL), bFGF (20 ng/mL), and 2 mM Glutamax. In the presence of a basic fibroblast growth factor (bFGF), the neural stem cells remain undifferentiated, and withdrawal of bFGF leads to its differentiation into the neuronal lineage [39]. The cells were maintained in dishes coated with CELLstart CTS. For neuronal differentiation, the cells were seeded in dishes coated with poly-L-ornithine and Laminin. The following day the cells were shifted to neuronal differentiation medium (Neurobasal medium, supplemented with B27 and Glutamax) and kept for 7 days; every 2 days, the medium was changed. For astrocyte differentiation, the cells were seeded on geltrex-coated plates. The following day the cells were replenished with the astrocyte differentiation medium (DMEM supplemented with N-2, GlutaMAX-I, and FBS) and kept for 7 days; a fresh medium was given every alternative 2 days.

SK-N-SH and SH-SY5Y cells were differentiated into neurons by shifting the cells in a differentiation medium (DMEM/F12 with 5% FBS and 1% Antibiotic-antimycotic) and supplemented with 10 μM ATRA. Every alternate day, cells were replenished with a fresh medium containing ATRA.

### ZMYND8 knockout cell generation

For stable *ZMYND8* knockout cell generation, the protocol was described elsewhere [40]. Briefly, the gRNAs were cloned into the pX459 vector. The plasmid was transfected in the target cell using lipofectamine 2000 as per the manufacturer’s protocol and subject to puromycin selection (5 μg/ml for 48 h). Stable knockout of ZMYND8 was confirmed through western blotting using the ZMYND8 antibody.

### RNA interference via lentiviral production

shRNA plasmids targeting *ZMYND8* in pLKO.1-puro backbone (from oriGene) was screened for the best knockdown. Lentivirus-mediated knockdown was carried out as described earlier [41]. Briefly, HEK293T cells were seeded in 10-cm dishes at a density of 3 × 10^5^ cells. 14 μg of shRNA, 7 μg of pPAX2 (packaging vector), and 3.5 μg of pMD2.G (envelope vector) were transfected in combination with the amount mentioned above using lipofectamine 2000 into the cells. 48 h of post-transfection, the conditioned medium having viral particles was collected and filtered through a 0.45 μm filter. Transduction was performed on target cells by adding viral sup and fresh media (1:1) with 10 μg/ml polybrene solution (Sigma) for four rounds with an interval of 4 h. The cells that got transduced were selected stably using puromycin (Sigma) (3 μg/ml for SH-SY5Y and 1 μg/ml for NSC) for 3 days.

### Overexpression via lentiviral production

ZMYND8 cloned into pInducer20 vector was transfected with pMD2G and psPAX2 plasmids into HEK293T cells (ATCC, CRL-3216) using Lipofectamine 3000 kit (Thermo Fisher Scientific, L3000015) to generate lentiviruses. Culture medium from transfected 293T cells was collected at 48 h and 72 h post-transfection and filtered through a 0.45 μm filter to transduce SK-N-SH cells, with the addition of polybrene (0.5 μg/ml). Stably transduced cells were then selected by Geneticin^TM^ (G418) at 800 μg/ml(Thermo Fisher Scientific, 11811031). Cell seeding densities were at 2 × 10^6^ cells in a 10 cm dish for 293 T and 1 × 10^6^ cells in a 10 cm dish for SK-N-SH. Cells were transfected/transduced 24 h after plating.

### Cloning of *MAPT213* ncRNA

Genomic DNA isolated from SK-N-SH cells (ATCC, HTB-11) using PureLink^TM^ Genomic DNA Mini Kit (Invitrogen, K1820-01) was used as a template to amplify *MAPT-213*, a single-exon transcript, by PCR method. PCR reaction was performed using Phusion DNA polymerase (New England Biolabs Inc., M0530L). PCR product was visualized with 1% SYBR-stained agarose gel, and the band at the correct size was excised and purified. Digested gel-purified *MAPT-213* inserts with KpnI and EcoRV restriction sites were cloned into the pcDNA3.0 vector. *MAPT-213* plasmid was scaled up in DH5α competent cells (Invitrogen, 18265017) and extracted with PureLinkHiPure Plasmid Filter Maxiprep Kit (Invitrogen, K210017). *MAPT213* sequence was confirmed with Sanger sequencing.

### Quantitative real-time PCR (qRT-PCR)

The isolation of total cellular RNA was performed by the TRIzol method. For reverse transcription of total cellular RNA to complementary DNA (cDNA), as per the manufacturer’s protocol, Revertaid Fast strand cDNA synthesis kit (Thermo Scientific) was used. Briefly, the total RNA, Reverse Transcriptase, and random hexamer or Oligo dT primer (100 pmol) were used for reverse transcription. SYBR GREEN mix from ABI (Applied Biosystems) was used to perform qRT-PCR in StepONE plus FAST real-time PCR machine. The samples were analyzed from three independent experiments with technical triplicates, out of which one representative experiment is shown. The primers used are listed in Supplementary Table 1.

### Immunoblotting

For immunoblotting, the whole-cell lysates (WCL) were made by lysing the cells in lysis buffer (20 mM Tris pH 8.0, 150 mM NaCl, 0.1% SDS,0.5% Sodium deoxycholate, 1% NP-40, 1 mM EDTA). Briefly, the cells were lysed in lysis buffer for 1 h in ice with intermittent vortexing. The lysates were electrophoresed on 15%, 11%, or 7.5% SDS-PAGE and transferred onto a nitrocellulose membrane. Primary antibodies were added to the blot overnight at 4 °C, before which the membrane was blocked with 5% non-fat dry milk in TBST. The antibodies used are listed in Supplementary Table 2. The immunoblots are quantified and normalized to loading control. The numerical reflect the band intensity in arbitrary units.

### Immunofluorescence

Immunofluorescence was perfume as described previously [16]. Briefly, 4% paraformaldehyde was used to fix the cells, then permeabilization with 1% Triton X100. 3% BSA was used to block the coverslips and incubated with the primary antibodies as indicated, followed by fluorophore-tagged secondary antibodies (Alexa 488 and 594) in PBST for 1 h each. The coverslips were mounted using a mounting medium containing DAPI and imaged using Zeiss LSM 800 Meta Confocal Microscope. The antibodies used are listed in Supplementary Table 2.

### Coimmunoprecipitation

Co-IP was performed using a previous protocol, as mentioned elsewhere [16]. Cross-linking of cells with 1% formaldehyde was followed by neutralization with 125 mM glycine. Then cells were harvested and lysed using RIPA lysis buffer (50 mM Tris pH 8, 150 mM NaCl, 0.1% SDS, 0.5% Sodium deoxycholate, 1% NP-40, 1 mM EDTA and supplemented with complete protease inhibitor cocktail). The cell lysate was sonicated, followed by centrifugation at 13000 rpm for 10 min. After pre-clearing with normal sheep serum, immunoprecipitation was set using respective antibodies overnight. After that, dynabeads blocked in 5% BSA were added to the lysate to pull the protein-antibody complex, and the drawn beads were washed three times with the sample buffer to remove the non-specific interactions. Finally, western blotting is done for the analysis of immunoprecipitation.

### ChIP and Re-ChIP assay

ChIP assays were performed as previously described [16]. Briefly, 1% formaldehyde was used to crosslink the cells for 10 min at RT, and 125 mM glycine for 10 min at RT was used to terminate the reaction. Firstly, the cell lysis buffer (5 mM PIPES pH 8.0, 0.5% NP-40, 85 mM KCl) with a protease inhibitor cocktail was used to resuspend the cells for cell lysis. The nuclei were isolated, followed by resuspension in nuclei lysis buffer (50 mM Tris-HCl pH 8.0, 1% SDS, 10 mM EDTA). Following this, the chromatin was sheared, and various antibodies were used for immunoprecipitation or IgG as a negative control. The immunoprecipitant was pulled down using Dyna beads followed by sequential washes with RIPA buffer, high salt (500 mM NaCl) buffer, LiCl wash buffer, and TE buffer. The beads were then subjected to RNase A digestion followed by Proteinase K treatment. The complex was then decrosslinked by heating at 65 °C overnight. Next, the phenol-chloroform extraction method was used to isolate the ChIP DNA, precipitated using ethanol. ChIP DNA was dissolved in water and analyzed using gene-specific primers via qPCR. Three independent experiments were performed with technical triplicates.

Re-ChIP assays were done as mentioned previously [42]. Briefly, the immunocomplex was pulled down with the first desired antibodies, treated with 0.05 M DTT, and incubated at 30 °C for 1 h. Then the sample was diluted 20-fold, and the immunoprecipitation reaction was set with a second antibody. The purified DNA was amplified by real-time PCR, and further analysis was done using specific primers. Finally, the fold-enrichment values were calculated after normalizing with the values obtained from the first pull-down with desired antibody and IgG.

The antibodies used are listed in Supplementary Table 2.

### Luciferase assay

Luciferase reporter assay was performed with cells seeded in a 12-well culture dish. A pGL3-MAPT-RARE promoter or pGL3-MAPT-IGRR or pGL3 basic empty vector was transfected in SK-N-SH or SH-SY5Y cells with Lipofectamine 2000 (Invitrogen) as per the manufacturer’s protocol. Post 6 h of transfection, the cells were replenished with a differentiation medium supplemented with or without ATRA for the next 24 h. pRL-CMV vector was co-transfected in an individual experiment for normalization. The cells were lysed in a passive lysis buffer with vigorous shaking the next day. The firefly/renilla luciferase activity was measured in the Luminometer using the Dual-Luciferase Reporter Assay System—(Promega, Catalog #E1910) as per the manufacturer’s protocol. The samples were analyzed from three independent experiments with technical triplicates, out of which one representative experiment is shown.

### Copy number determination

To determine the copy number of *MAPT* and *MAPT213*, a standard curve was generated using in vitro transcribed *GAPDH* mRNA. The in vitro transcribed *GAPDH* mRNA was diluted from 10^2^–10^9^ molecules and analyzed by real-time PCR. The Ct values obtained were plotted against the copy number. Copy number was calculated from nanograms using a standard formula. The Ct values for *MAPT* and *MAPT213* from all different experimental conditions (+/− ATRA in +/− ZMYND8) were determined from 25 ng total cellular RNA and were plotted to the standard curve. A standard curve was prepared to determine the molecule copy number. To calculate the copy number of *MAPT* and *MAPT213* per SK-N-SH cell, the total RNA obtained per SK-N-SH cell under all experimental conditions was determined by generating a standard curve of the number of SK-N-SH control or *ZMYND8*-KO cells versus total RNA. Cells were counted using a hemocytometer, and RNA was isolated by the TRIzol method and quantified by Nanodrop.

### Cell fractionation

The cells were lysed in cytoplasmic extraction buffer (20 mM HEPES pH 7.9, 0.075% NP-40, 10 mM KCl, 0.1 mM EDTA, 1X PIC,5 mM vanadyl ribonucleoside complex) and incubated on ice for 10 min, with intermittent vortexing. The cytoplasmic extract was collected after centrifugation at 3000 rpm for 5 min at 4 °C. Nuclear extraction buffer (20 mM HEPES pH 7.9, 1% NP-40, 500 mM NaCl, 25% Glycerol, 1 mM EDTA, 1X PIC, 5 mM vanadyl ribonucleoside complex) was added to the pellet followed by ice incubation for 10 min. The nuclear extract was collected after centrifugation at 13000 rpm at 4 °C for 10 min. Both cytoplasmic and nuclear extracts were divided equally. One was used for RNA isolation by the TRIzol method, and the other was used immunoblotting to confirm the fractionation. H3 was used as a nuclear marker, whereas Tubulin was a cytosolic marker.

### Nuclear run-on transcription

The nuclear run-on transcription was performed as previously described [43]. Briefly intact nucleus was isolated from either control or *ZMYND8*-KO (+/− ATRA) treated cells using NP-40 lysis buffer (10 mM Tris-HCl pH 7.4, 150 mM NaCl, 3 mM MgCl_2_, 0.5% NP-40). Immunoblotting with cytosolic or nuclear markers was used to verify the cellular fractionation. In nuclei storage buffer (50 mM Tris-HCl pH 8.3, 40% glycerol, 5 mM MgCl_2_, 0.1 mM EDTA) the isolated intact nuclei were resuspended. The run-on transcription was performed at 30 °C for 30 min in transcription buffer (10 mM Tris HCl pH 8.3, 2.5 mM MgCl_2_, 150 mM KCl, 2 mM DTT, 1 mM ATP, 1 mM UTP, 1 mM GTP, 1 mM CTP, 100U RNase inhibitor). TRIzol was used to isolate the total RNA and further subjected to DNaseI (New England Biolabs) treatment at 37 °C for 15 min. Inactivation of DNaseI was performed at 75 °C for 5 min. The isolated RNA was reverse transcribed. The absence of any genomic DNA was confirmed by using no reverse transcriptase control.

### Polysome isolation

Total polysome was isolated and fractionated using sucrose gradient fractionation as described elsewhere [43]. Briefly, cells were incubated with 100 μg/ml of cycloheximide (Sigma) at 37 °C for 10 min. The cells were lysed in polysome extraction buffer (10 mM HEPES pH 8.0, 5 mM MgCl_2_, 25 mM KCl, 1% Triton X100, 1 mM DTT, 1% sodium deoxycholate, 5 mM vanadyl ribonucleoside complex, 1X protease inhibitor cocktail (Roche) containing 100 μg/ml cycloheximide). The cytoplasmic extract was isolated, and total RNA was quantitated using NanoDrop. An equal amount of cytoplasmic lysate was fractionated on a sucrose gradient (10–50%) and ultracentrifuged at 190,000 g for 90 min at 4 °C in Sorvall WXUltra100 (Thermo Fischer Scientific) with AH650 rotor. Total RNA was isolated and analyzed from each volume 500 μl fraction and percent of RNA was calculated.

### RNA seq and analysis

#### Transcriptome assembly and differential expression

The library for total RNA-sequencing was prepared and sequenced by Novogene USA. Data were analyzed as described elsewhere [44], [45]. Briefly, Mapping NGS paired-end reads to the human transcriptome (GRCh38) were carried out. De-multiplexing and adapter trimming were performed. The quality of the data was assessed using the Trim_Galore! (Babraham Bioinformatics) package and low-quality reads were removed (Phred score < 25). Paired-end reads were mapped to the human genome (GRCh38) using the Hisat2 aligner. SAM files were converted into BAM files, then sorted and indexed using Samtools. Read counts were computed using the alignment files and the FeatureCounts package with GENCODE (v28) as reference annotation. Counts normalization and differential gene expression analyses were carried out using the DESeq2 R package. Briefly, input files for DESeq2 are metadata files with conditions and the read counts obtained from FeatureCounts, and two replicates were used for each condition. Differentially expressed genes were extracted by applying *p*-value (<0.05), base mean (>20) cutoffs, and a 1-fold change cutoff. The regions were annotated using the R package biomaRt annotation querying Ensembl database. Post-sequencing analyses partly were performed by Kinsight Bio Analytics LLC.

#### Heatmaps and gene ontology

Heatmaps were generated, and gene ontology analyses were performed as described elsewhere [44], [45]. Briefly, heatmaps were generated in the statistical software R (version 4.0.3) using the R package plotly. Biotype classification of the transcripts was performed using the Ensembl (REST API) and biomaRt R package on filtered differentially expressed genes. Gene Ontology (GO) was performed by querying the bioinformatic Database for Annotation, Visualization, and Integrated Discovery (DAVID).

### ENCODE data sets

We analyzed the ChIP-seq data from the ENCODE portal (https://www.encodeproject.org/) and visualized it on UCSC genome browser [29] with the following identifiers: ENCSR000FCS (H3K4me3; Lab: Peggy Farnham, USC), ENCSR000FCR (H3K4me1; Lab: Peggy Farnham, USC), ENCSR000FCU (H3K27ac; Lab: Peggy Farnham, USC) [46].

### Genomic data set availability

The previously reported data sets herein are ChIP-seq from 293 T cells (GSE51633) as reported in [47], and 293 cells (GSE81696) as reported in [19].

### Statistical analysis

ChIP-qPCR and qRT-PCR experiments were performed in three technical replicates. Each experiment was repeated three times at least. Along with the regular bar graph representation, Box Whisker plot analysis of all the ChIP-qPCR (Supplementary Fig. 6) and qRT-PCR (Supplementary Fig. 7) experiments were performed. Statistical difference was obtained by an unpaired two-tailed student *t*-test using the GraphPad Prism Software. One-way Anova was performed to determine the statistically significant difference. GraphPad Prism 8.0.2(GraphPad Software Inc., La Jolla, CA) was used for the analysis. *P*-values, *P ≤ 0.05; **P ≤ 0.001 were considered significant. The standard deviation (s.d.) of the mean (±SEM) was represented as error bars.

Since qPCR is log-transformed before analysis, which already helps with influential outliers or skewed data, we have used parametric tests. However, we have performed the Shapiro-Wilk test, which indicated that our data points passed the normality test (alpha = 0.05).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplemental Material

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Uncropped Blots

Reporting Summary_Springer Nature

## Data Availability

The RNA seq data is available from the NCBI’s Gene Expression Omnibus (GEO) database using the following accession number: GSE196029.

# Supplementary material for: ZMYND8 suppresses MAPT213 LncRNA transcription to promote neuronal differentiation
**Source:** Cell Death Dis. 2022 Sep 5;13(9):766. doi: 10.1038/s41419-022-05212-x
**Supplement:** Supplementary file 1 — Supplemental Material

**ZMYND8 Suppresses *MAPT213* LncRNA Transcription To Promote Neuronal Differentiation**

**Adhikary *et al.* (2022)**

**Supplementary Information**

**Supplementary Figures**

**Supplementary Tables**

**Supplementary Figure 1**

**Supplementary Figure 1: ZMYND8 regulates differentiation and pluripotency genes.**

(A, B) qRT-PCR showing expression of *ZMYND8*, differentiation promoting genes *MAPT*, *TUBBIII*, *DRD2*, *SCN2A*, *LAMA1*, *NEUROG1* or pluripotency genes *REST*, *POU5F1*, *NANOG*, *SOX2* in *ZMYND8* knockdown (*ZMYND8*-sh1) or control NSCs with or without bFGF (A), *ZMYND8* knockout (ZMYND8-KO) or Control SK-N-SH cells (B) with or without ATRA treatment. (C) Cell morphology of Control or *ZMYND8* knockout (*ZMYND8*-KO) SK-N-SH cells with or without ATRA treatment. Scale bar indicates 20μm.

(D) Immunoblot (E) and qRT-PCR (E) showing expression of ZMYND8, differentiation promoting genes or pluripotency genes in *ZMYND8* knockdown (*ZMYND8*-sh1) or control SH-SY5Y cells with or without ATRA treatment. The immunoblots are quantified and represented as numerical reflecting the band intensity normalized to loading control.

Error bars indicate sem.; n=3; three independent experiments. A two-tailed t-test was used to calculate *P*-values. **P*<0.05; ***P*<0.01.

**Supplementary Figure 2**

**Supplementary Figure 2: ZMYND8 co-localizes with other epigenetic regulator proteins at the TSS.** Heat maps of FLAG-ZMYND8, H3K4me3, p300, H3K27ac, BRD4 and H3K4me1 (in HEK293 cell line) represented by reanalysis of available ChIP-Seq data (GSE51633 and GSE81696).

**Supplementary Figure 3**

**Supplementary Figure 3: Absence of ZMYND8 shows increased transcriptional activity from intra-regulatory regions of neuronal genes.**

(A) Bar plots of qPCR showing enrichment of H3K27ac at the *MAPT* intra-gene regulatory region (IGRR) in *ZMYND8*-knockdown (*ZMYND8*-sh1) or control SH-SY5Y cells with or without ATRA treatment.

(B, C) Bar plots of qPCR showing enrichment of different domains of ZMYND8 (B) and H3K4me1 (C) at *MAPT* promoter or intra-gene regulatory region (IGRR) in *ZMYND8*-knockout (ZMYND8-KO) or control SK-N-SH cells with or without ATRA treatment.

(D, F) UCSC Genome Browser track showing the histone modifications at the *DRD2* (C) and *SCN2A* (E) genes data was accessed from ENCODE.

(E, G) Bar plots of qPCR showing enrichment of H3K27ac and H3K4me3 at the *DRD2* (D) and *SCN2A* (F) intra-gene regulatory region (IGRR) in *ZMYND8*-knockout (*ZMYND8*-KO) or control SK-N-SH cells with or without ATRA treatment.

(H, I) Luciferase assay measuring the firefly luciferase activity of *MAPT* promoter (H) or IGRR (I) in SH-SY5Y cells upon *ZMYND8*-knockdown (*ZMYND8*-sh1) with or without ATRA treatment. All firefly luciferase activities were normalized to renilla luciferase activity.

Error bars indicate sem.; n=3; three independent experiments. A two-tailed t-test was used to calculate *P*-values. **P*<0.05; ***P*<0.01.

**Supplementary Figure 4**

**Supplementary Figure 4: Association of ZMYND8 with RNA Polymerase II machinery at the promoter and IGRR of *MAPT* in SH-SY5Y cells.**

(A-E) Bar plots of qPCR showing enrichment of ZMYND8 (A), BRD4 (B), CDK9 (C), RNA pol II phospho S5 (D) and RNA pol II phospho S2 (E) at the *MAPT* promoter and IGRR in *ZMYND8* knockdown (*ZMYND8*-sh1) or control SH-SY5Y cells with or without ATRA treatment.

Error bars indicate sem.; n=3; three independent experiments. A two-tailed t-test was used to calculate *P*-values. **P*<0.05; ***P*<0.01.

**Supplementary Figure 5**

**Supplementary Figure 5: Characterization of *MAPT Intra gene transcript (MAPT213)*.**

(A-B) qRT-PCR showing expression of *MAPT* transcripts from promoter, 5’UTR, Exons 2-5 and 3’UTR (A) or *MAPT213*(B) in *ZMYND8* knockdown (*ZMYND8*-sh1) or control SH-SY5Y cells with or without ATRA treatment.

(C) Immunoblot showing the efficiency of cell fractionation. Tubulin and Histone H3 are used as cytosolic or nuclear marker, respectively.

(D) qRT-PCR showing expression of *MAPT Intra gene transcript* in nuclear and cytosolic compartments of *ZMYND8*-knockout (*ZMYND8*-KO) or control SK-N-SH cells with or without ATRA treatment. Nuclear pool was normalized to *U6 snRNA* and cytosolic pool to *18S rRNA*. Error bars indicate sem.; n=3; three independent experiments. A two-tailed t-test was used to calculate *P*-values. **P*<0.05; ***P*<0.01.

(E) Correlation of *ZMYND8* and *MAPT213* transcript expression in brain tissues using GTEx ^1^.

(F) DNA sequence conservation of *MAPT* and *MAPT213* between human and mouse. Percentage identity for the *MAPT* (Ref Seq) gene was obtained from the NIH/NCBI website by querying the HomoloGene database and obtaining the Pairwise Alignment Scores. On the other hand, the *MAPT 213* transcript was obtained from the Ensembl database by querying the 213 transcript and carrying out a BLASTN against mouse GRCm39 (Genomic Sequence). Results from this query returned a total of 2186 his found, but only one hit with the overlapping gene *MAPT*. The region was 78bp in length (from the 5015bp total) and a percentage identity of 85.9%.

**Supplementary Figure 6**

**Supplementary Figure 6: (A-P) Box Whisker plots for the ChIP experiments represented in Figures 4-6.** A-C panels represents the ChIPs of Figure 4, D-H panels that of Figure 5 and I-P panels that of Figure 6. One-way ANOVA was used to compute statistically significant differences. Boxes marked with a, b, c are statistically significant from each other padj-Value=<0.05.

**Supplementary Figure 7**

**Supplementary Figure 7: (A-J) Box Whisker plots for the qRT-PCR experiments represented in Figures 1, 7 and 8.** The panel A represents the qRT-PCR of Figure 1B, the panels B-C that of Figure 6 B and D and panels D-H that of Figure 6E-L. I-J panels that of Figure 8 A and B. Statistical analysis has been performed by Student’s t test.

**Supplementary Table S1: List of qRT-PCR Primers**

| Gene | Forward 5’-3’ | Reverse 5’-3’ |
| --- | --- | --- |
| *ZMYND8* | CAGAAAATGAAACAGCCAGGG | ACTTTGCATCAGCCAGGAAG |
| *MAPT* | GCGGCAGTGTGCAAATAGTCTACAA | GGAAGGTCAGCTTGTGGGTTTCAAT |
| *TUBBIII* | GCCTCAAGATGTCCTCCACC | CGTACATCTCGCCCTCTTCC |
| *DRD2* | TGCAGACCACCACCAACTACCTGAT | GAGCTGTAGCGCGTATTGTACAGCAT |
| *LAMA1* | GGAGTTAAGAACACGGAGTC AG | GTCTTGTGTAGTTCTCGTAGCA G |
| *SCN2A* | GCGAGTCAGATATGGAGGAAAG | AACAGGCTTCAGGTTCAAGG |
| *NEUROG1* | GCCTCCGAAGACTTCACCTACC | GGAAAGTAACAGTGTCTACAAAGG |
| *POUSF1* | GAAGGAGAAGCTGGAGCAAA | CCACATCGGCCTGTGTATATC |
| *NANOG* | TCCTGAACCTCAGCTACAAAC | GCGTCACACCATTGCTATTC |
| *SOX2* | GCCCACCTACAGCATGTCCTA | TGGGAGGAAGAGGTAACCACAG |
| *REST* | CCTTTCGCTGTAAGCCATGC | TGGTGTTTCAGGTGTGCTGT |
| *U6 snRNA* | CTCGCTTCGGCAGCACATATACT | ACGCTTCACGAATTTGCGTGTC |
| *18S rRNA* | GATTCCGTGGGTGGTGGTGC | AAGAAGTTGGGGGACGCCGA |
| *GAPDH* | AATCCCATCACCATCTTCCAG | ATGACCCTTTTGGCTCCC |
| *MAPT ncRNA* | CTAACCCTCACCATCCTTCTAC | GTTGTGGAGGCTGTGTCTAAG |
| *MAPT Promoter* | GTAGTCCCAGCAACTCAGAAG | TGGCACAATCGTAGCTCAC |
| *MAPT 5’UTR* | CCACAGCCACCTTCTCC | TCCTGGTTCAAAGTTCACCTG |
| *MAPT Exon2* | ATGCACCAAGACCAAGAGG | TTAGCATCAGAGGTTTCAGAGC |
| *MAPT Exon3* | ATGCACCAAGACCAAGAGG | TGTCACATCTTCCGCTGTTG |
| *MAPT Exon4* | ATGTGACAGCACCCTTAGTG | TGTCTCCAATGCCTGCTT |
| *MAPT Exon5* | ATGTGACAGCACCCTTAGTG | GCAGCTTCGTCTTCCAGG |
| *MAPT 3’UTR* | CAATCACTGCCTATACCCCTC | TGCCTTCCCTTAATTTCACCC |
| *MAPT-213 (cloning primers)* | CGGGGTACCAGAGCCTCATCCTTGAACG | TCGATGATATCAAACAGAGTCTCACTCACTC |

**Supplementary Table 2: List of Antibodies**

| **Antibodies** | **Company** | **Cat No.** |
| --- | --- | --- |
| H3 | Abcam | ab1791 |
| H4 | Abcam | ab10158 |
| H2B | Abcam | ab1790 |
| H3K4me3 | Abcam | ab8580 |
| H3K27me3 | Abcam | ab6002 |
| H3K36me2 | Abcam | ab9049 |
| H4K16ac | Abcam | ab109463 |
| H3K27ac | Abcam | ab4729 |
| H4K5ac | Abcam | ab51997 |
| H4K8ac | Abcam | ab15823 |
| BRD4 | Abcam | ab128874 |
| CDK9 | CST | 2316 |
| RNA Pol II phospho S5 | Abcam | ab5131 |
| RNA Pol II phospho S2 | Abcam | ab5095 |
| Non-phospho CTD | Santa Cruz | sc-899 |
| ZMYND8 | Sigma | HPA020949 |
| KDM5C | Abcam | ab34718 |
| EZH2 | Abcam | ab191250 |
| FLAG | Sigma, Abcam | A8592, ab1162 |
| NESTIN | Abcam | ab22035 |
| SOX2 | Abcam | ab97959 |
| GFAP | Abcam | ab7260 |
| TAU Nterm | Santa Cruz | sc166060 |
| TAU Cterm | Abcam | ab64193 |
| TAU 5 | Abcam | ab80579 |
| MAP2 | Abcam | ab5392 |
| β-III TUBULIN | Abcam | ab18207 |
| REST | Millipore | 07-579 |
| Oct4 | Santa Cruz | sc5279 |
| CHD4 | Abcam | ab70469 |
| MTA1 | Bethyl | A300-280A |
| HDAC1 | Abcam | ab7028 |
| CBP | Abcam | ab2832 |
| p300 | Abcam | ab14984 |
| GAPDH | Abcam | ab8245 |
| Rabbit IgG HRP | Sigma | A1949 |
| Mouse IgG HRP | Promega | W402B |
| Rabbit Alexa Fluor-488 | Invitrogen | A11034 |
| Rabbit Alexa Fluor-564 | Invitrogen | A11037 |
| Mouse Alexa Fluor-564 | Invitrogen | A11032 |
| Mouse Alexa Fluor-488 | Invitrogen | A28175 |

**Reference**

1 Consortium, G. T. The GTEx Consortium atlas of genetic regulatory effects across human tissues. *Science* **369**, 1318-1330, doi:10.1126/science.aaz1776 (2020).

# Supplementary material for: ZMYND8 suppresses MAPT213 LncRNA transcription to promote neuronal differentiation
**Source:** Cell Death Dis. 2022 Sep 5;13(9):766. doi: 10.1038/s41419-022-05212-x
**Supplement:** Supplementary file 6 — Uncropped Blots

## Slide 1
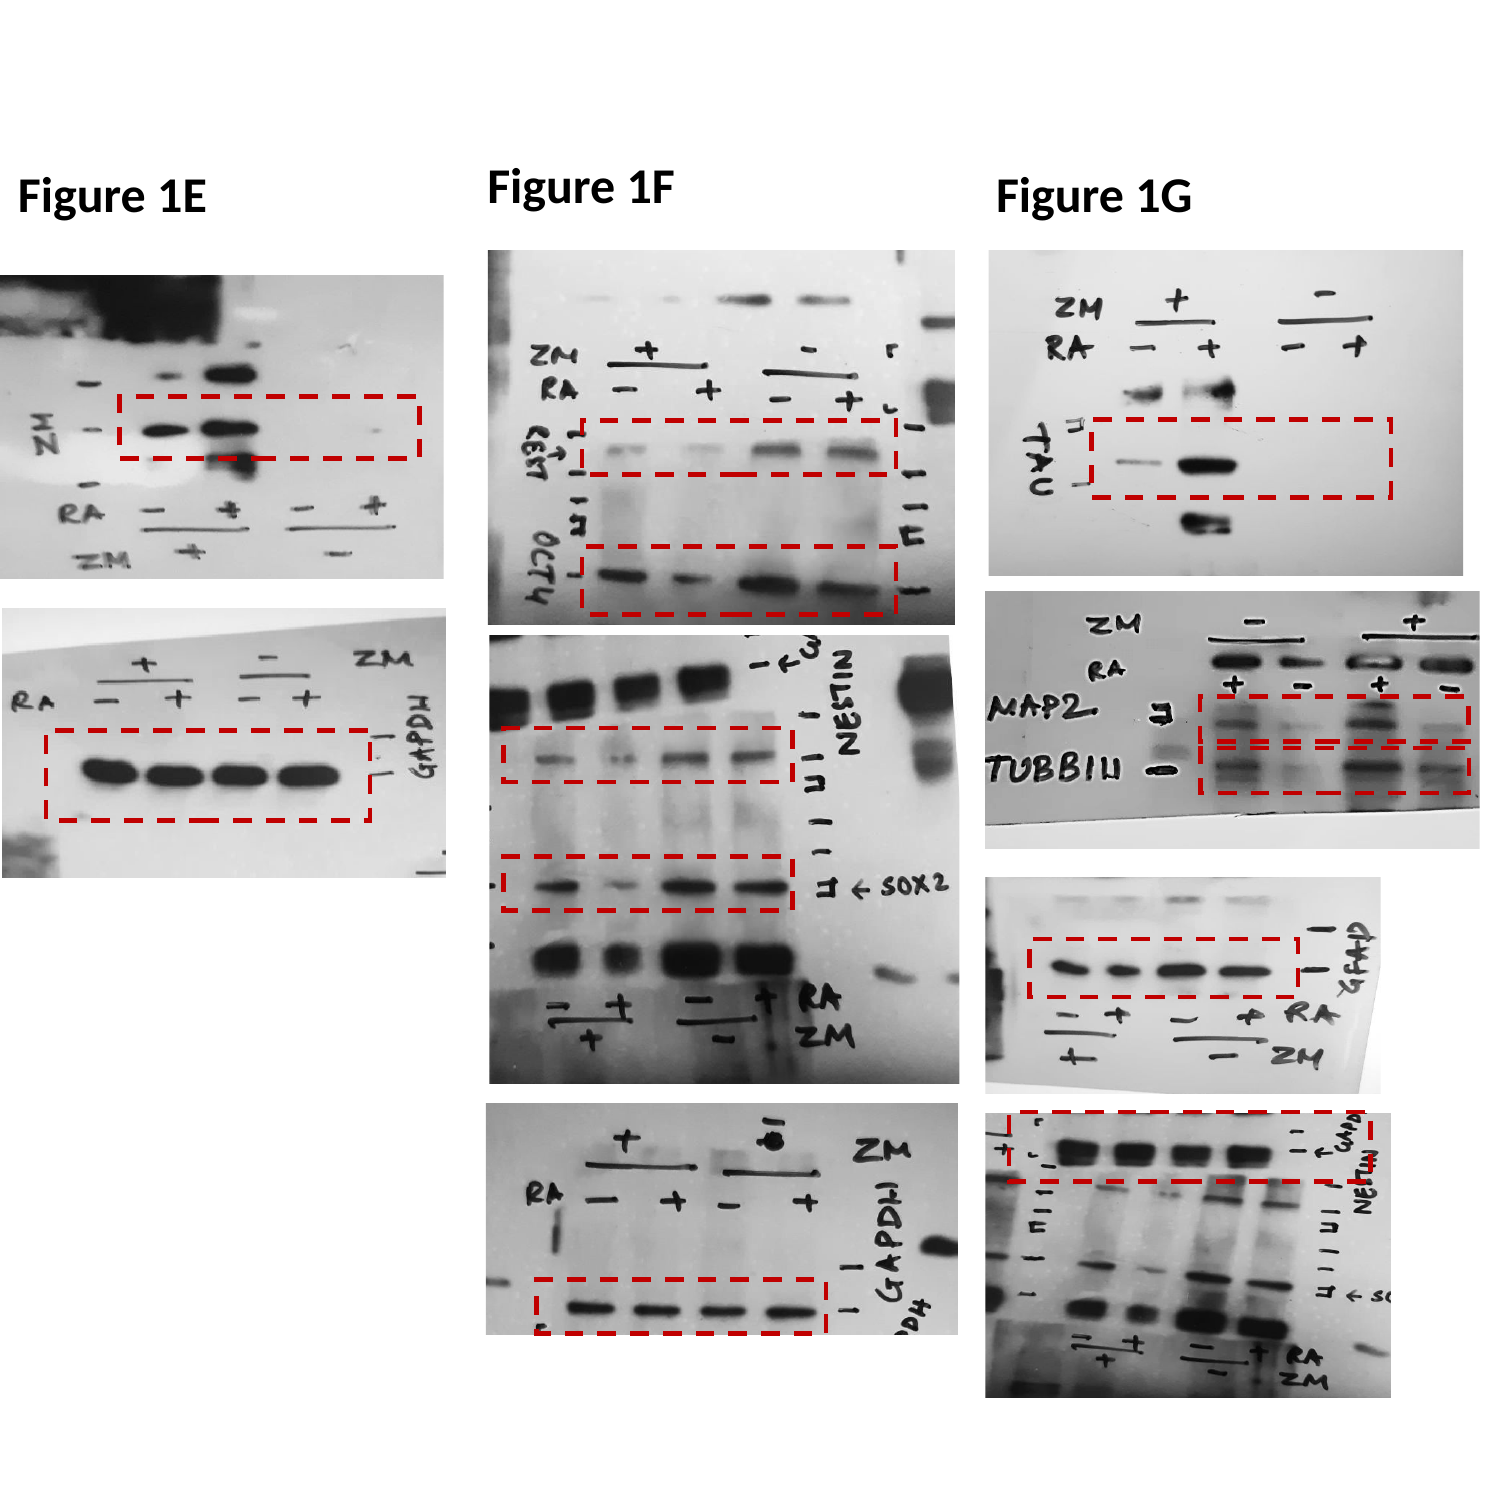

Figure 1F
Figure 1G
Figure 1E

## Slide 2
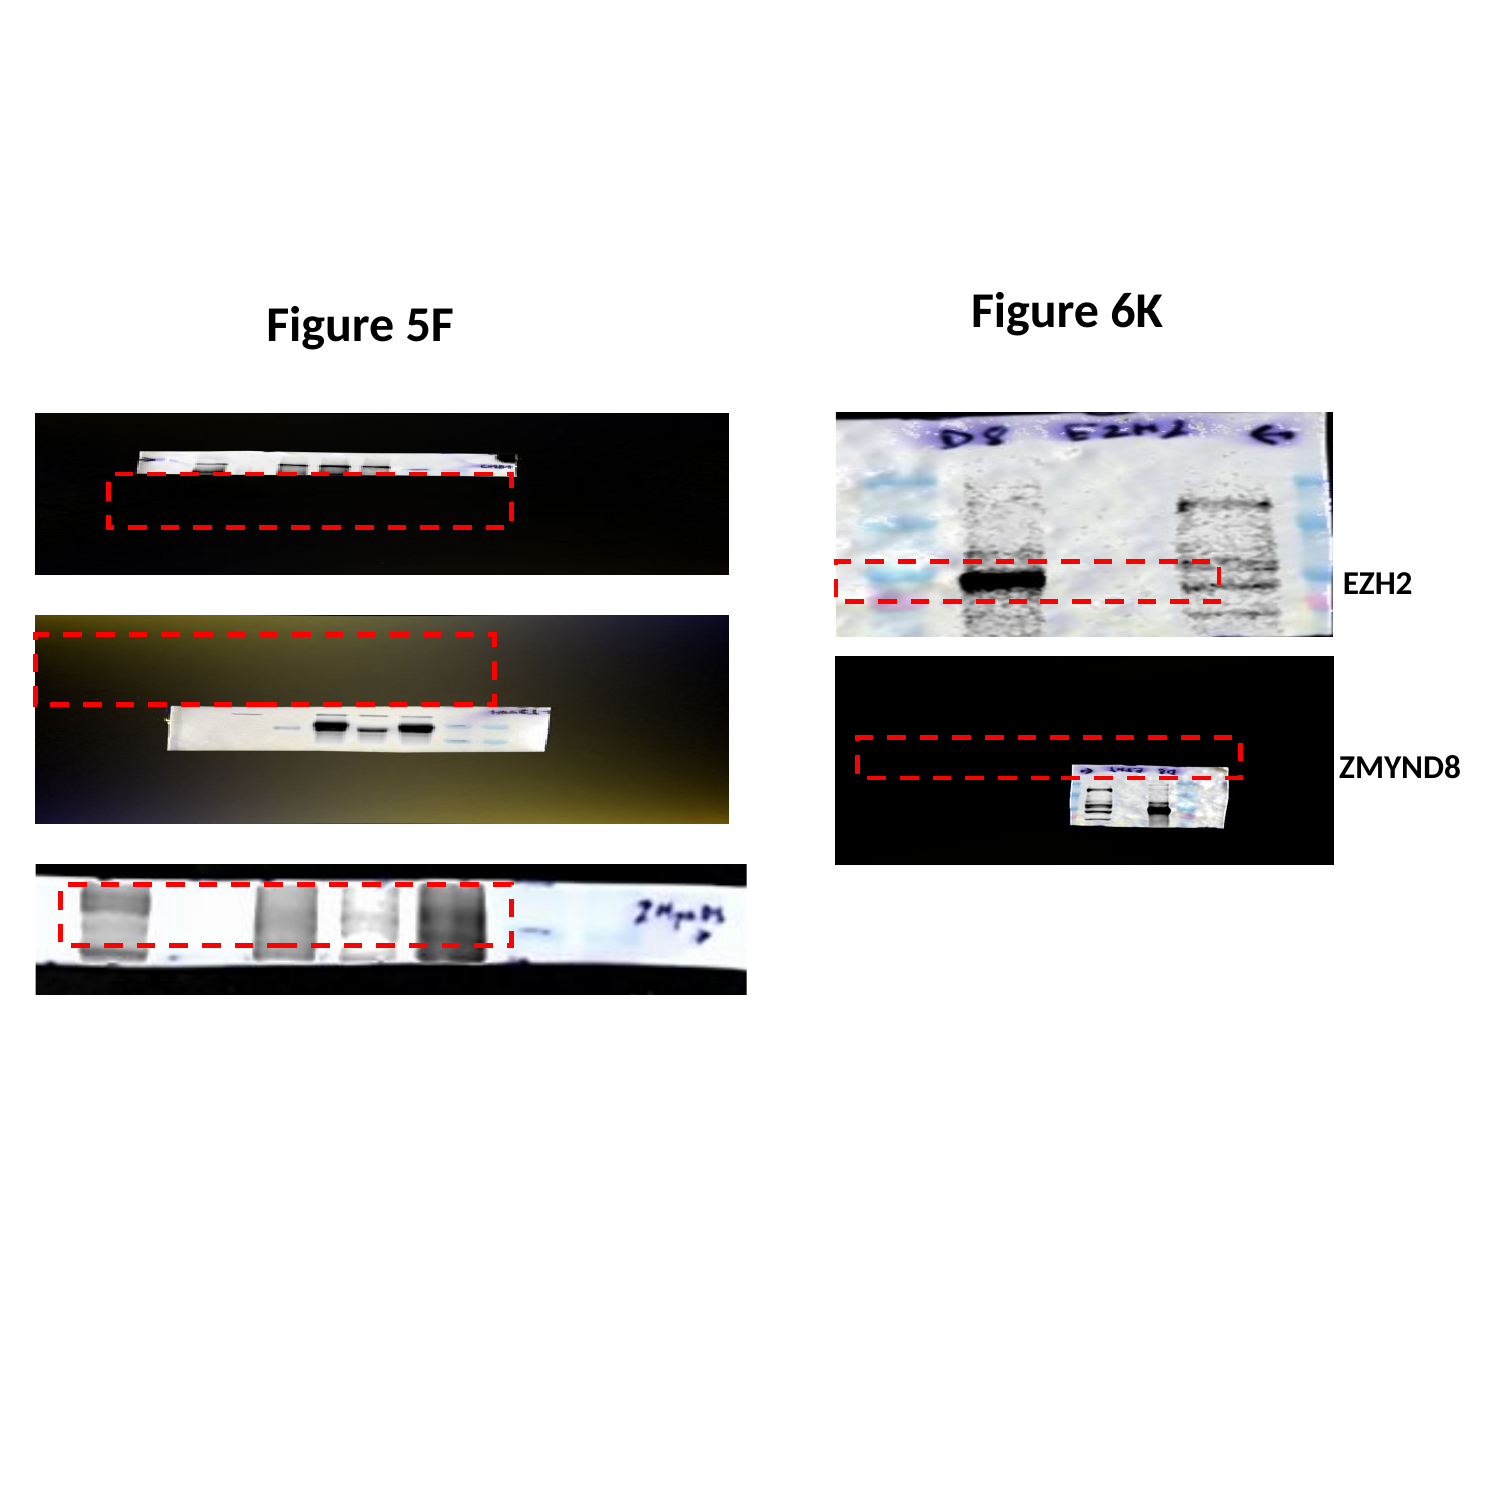

Figure 6K
EZH2
ZMYND8
Figure 5F

## Slide 3
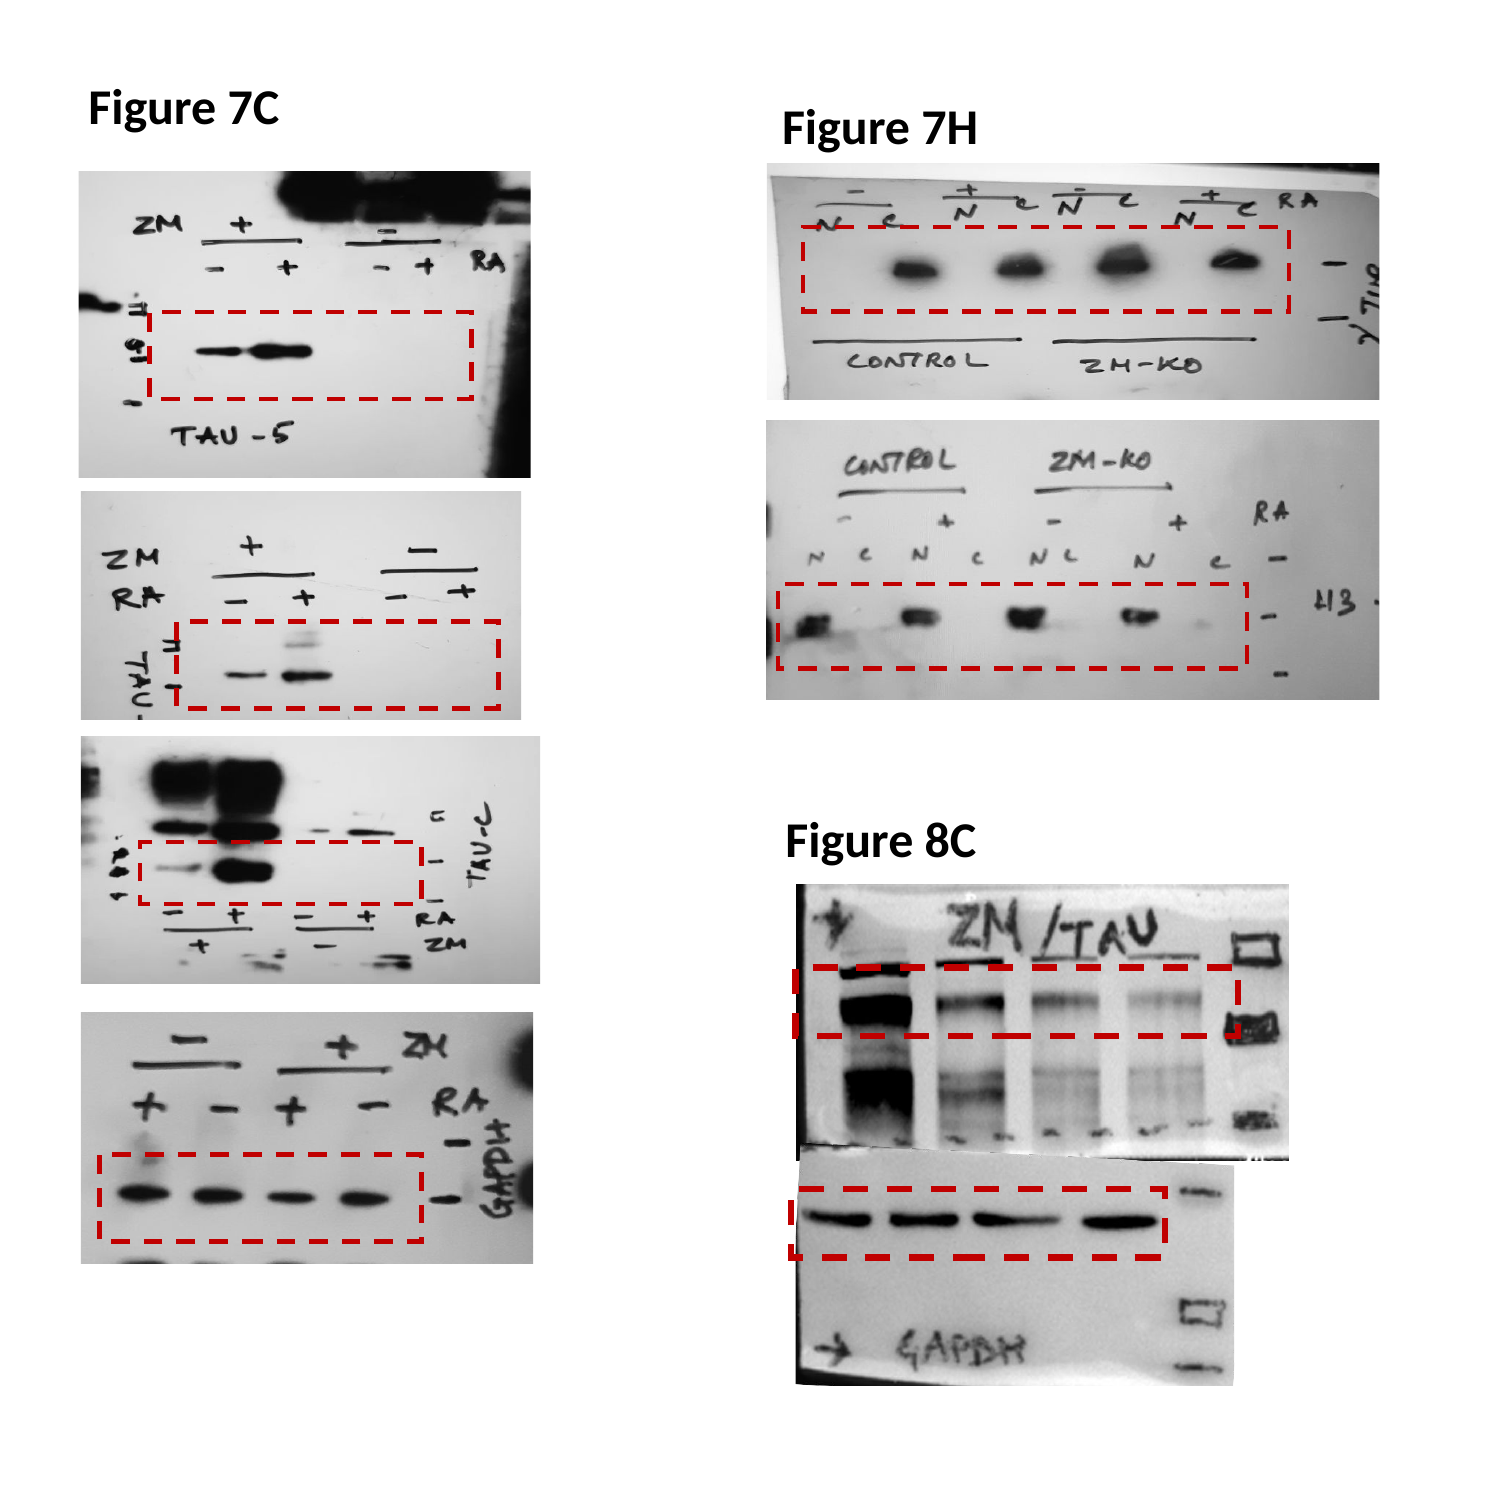

Figure 7C
Figure 7H
Figure 8C

## Slide 4
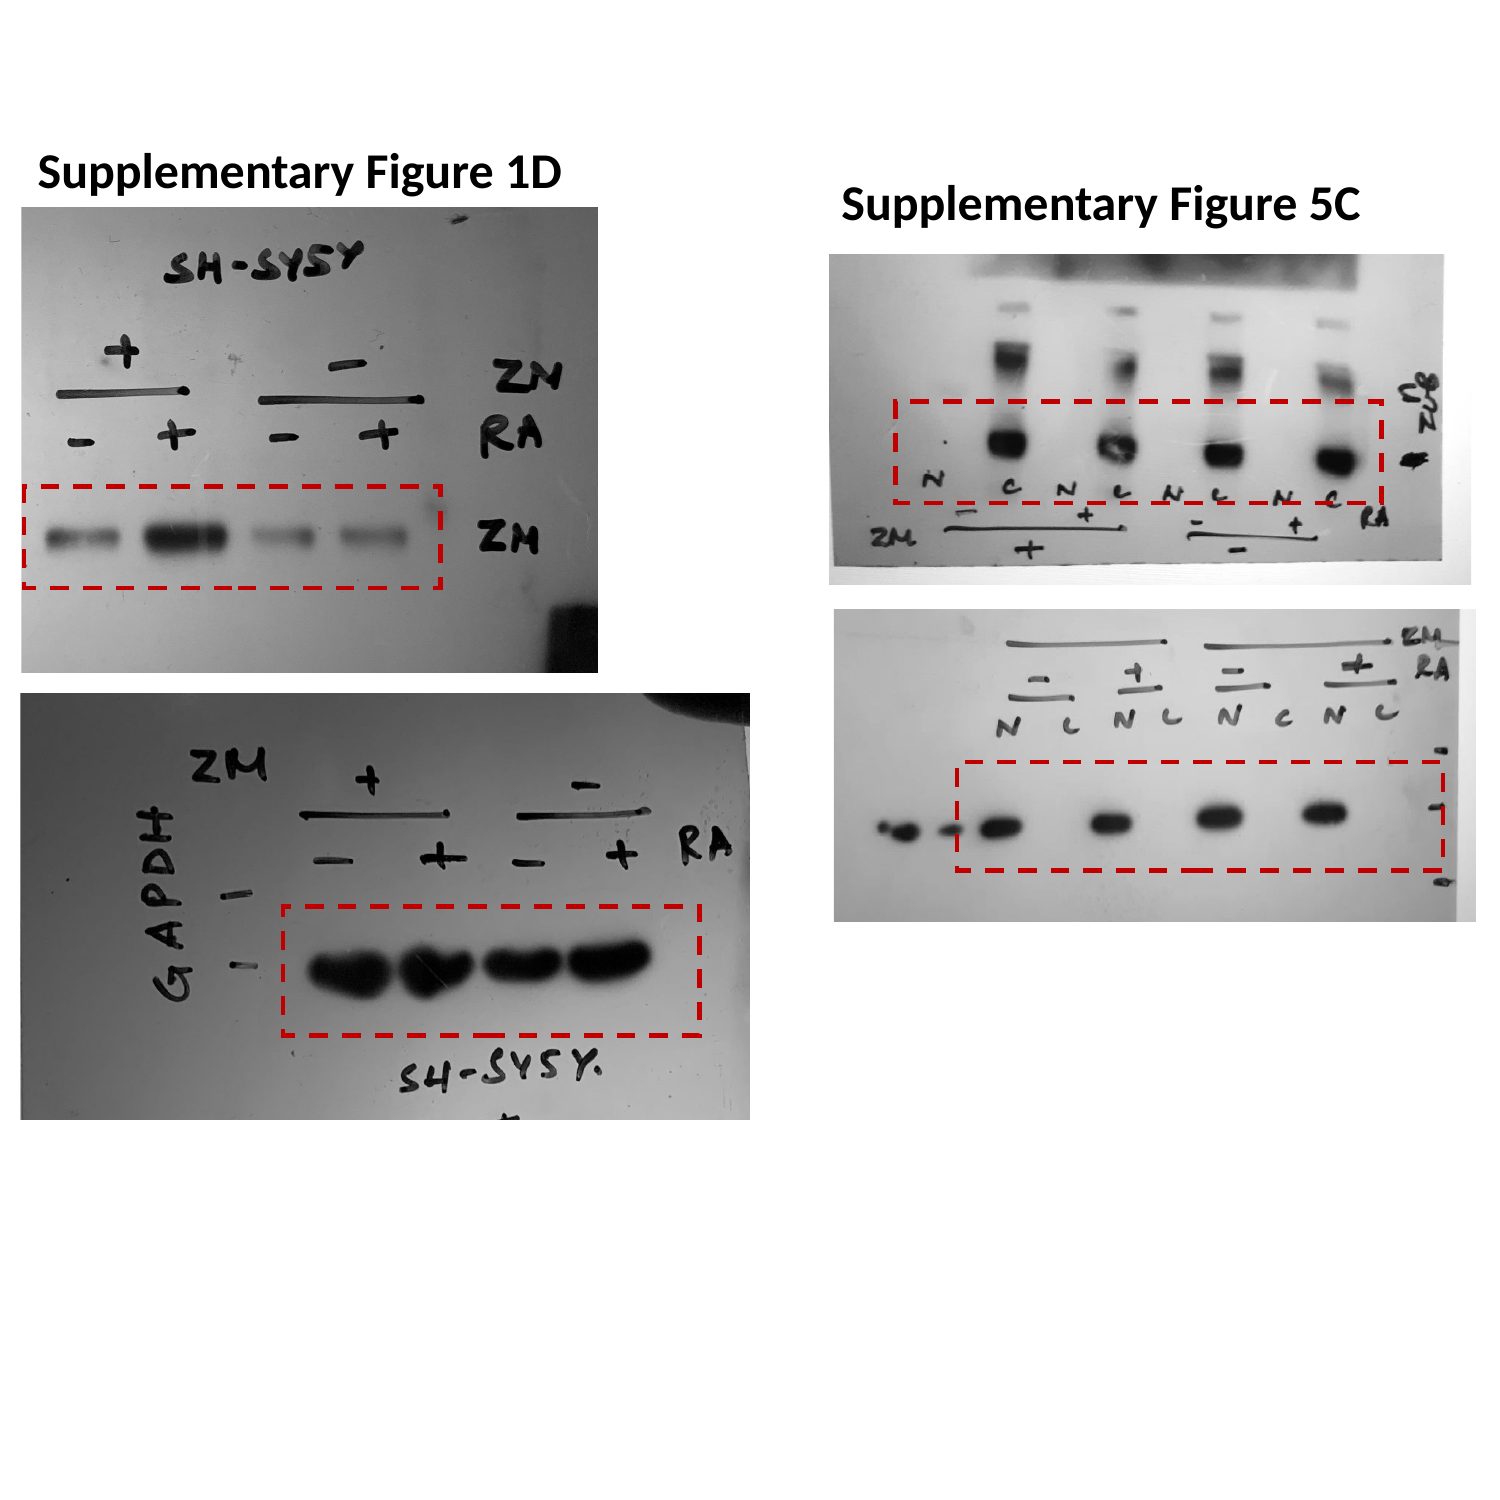

Supplementary Figure 1D
Supplementary Figure 5C

How the deposited data were processed for this re-analysis (not part of the article)

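RNA was measured in 8 libraries of SK-N-SH cells treated with ATRA, 2 each from parental cells with Dox, cells overexpressing ZMYND8 with Dox, KD control cells and cells with ZMYND8 knockdown. Samples were mapped by their titles and treatments in the labels, and the columns of the count table by the names in those titles. The time of ATRA treatment comes from the labels only. The text of the paper names no gene result from the knockdown libraries.

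The authors deposited counts, which are whole numbers of reads per gene without normalization. According to the methods, reads were trimmed with Trim_Galore, reads with a Phred score below 25 were removed, and the rest were aligned to GRCh38 with Hisat2 and counted with featureCounts on GENCODE release 28. The numbers of some identifiers in the table, such as ENSG00000287705, lie beyond those of that release as far as known, which speaks against it as the annotation of the table, but the release was not used here to compare them. The table also gives the summed exon length of each gene, as featureCounts writes it. Of its 60662 lines, 3 belong to 1 gene that had been split over several lines, and these were left out, which leaves 60659 genes. The text of the methods does not name the strand setting of the counting, so genes that overlap on either strand are uncertain. Reads that match several places are not counted by featureCounts unless it is told to, and the alternate contigs of GRCh38 can make reads of a gene match more than 1 place.

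Gene symbols, biotypes, GC content and overlaps were taken from GENCODE release 44, which holds 60462 of the 60659 identifiers. Coordinates are those of the count table. The share of a gene's exonic 31-base sequences that also occur on 1 of the 261 alternate contigs of the GRCh38 reference was computed for each gene.

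Counts on genes ranged from 38316523 to 56256979 per library. No pair of replicates differed as little as counting noise, since the chi-square per degree of freedom between replicates was 6.05 to 8.86. Counts in each comparison were filtered with filterByExpr, normalized with TMM and tested two-sided with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3). A gene was called at a Benjamini-Hochberg adjusted p below 0.05, an absolute log2 fold change of at least 1 and a mean normalized count above 20. The methods give these thresholds, with a p-value where the adjusted p was used here, because Supplementary Table 6 lists adjusted values. The difference of the effects of overexpression and knockdown was tested in a model over all 8 libraries. Gene sets were tested with camera at a preset correlation of 0.01. The sets were the KEGG lists of Supplementary Table 3 that the copy used here holds whole, the lncRNAs of Supplementary Table 6, and lists for the adrenergic and mesenchymal states of neuroblastoma cells, retinoic acid targets, proliferation, interferon response, cholesterol synthesis and Y-linked genes. No gene of the Y-linked list was tested, because none had enough counts. Folds against groups with 3 counts or fewer in each library are lower bounds computed against 3 counts. Shares have Wilson 95% intervals.

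The genes named are those whose expression the paper discusses, the lncRNAs and genes that Supplementary Table 5 lists for noradrenergic neuron differentiation, and the 5 genes with the largest increase and the 5 with the largest decrease in each comparison among called genes with a mean above 100 whose replicates did not overlap. To these were added the 3 lncRNAs with the largest increase and the 3 with the largest decrease, and the gene with the largest increase in each KEGG list of Fig. 2B held whole. This rule, the tests, their thresholds, the lists and most alternatives were set before the data were examined. The alternatives were RLE and upper quartile normalization, DESeq2 (version 1.42.0), no filter on low counts, other thresholds, all 8 libraries in 1 fit, the replicate number as a block, the block with a correction for gene length, and leaving out each library in turn. Chosen after seeing the data were libraries thinned to equal totals, the fits without mitochondrial genes and ZMYND8, and a correction for gene length and GC content. That correction fits loess curves with a span of 0.5 to the log2 fold changes and adds them to the offsets. In its first form, and in the planned correction for gene length, it shifted the median of all genes in the overexpression comparison. A form recentred to leave that median in place was added after those values had been seen.

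The fits were tested on simulated counts with the means of these libraries and a dispersion of 0.03. Changed genes were drawn from those with a mean above 100 and changed well past the threshold, so finding them was nearly assured. No trend over gene length and no replicate effect was simulated, so the removal of either was not tested. Few genes were changed, equally in both directions, so a comparison with as many changes as overexpression was not simulated. With 200 changed genes among 20303 tested, edgeR called 200 changed and 0 unchanged genes, also at the gene length correction and the block. DESeq2 called 200 changed and 0 unchanged genes among 35792. The test of the difference of effects called 199 of 200 changed genes and 11 unchanged genes among 21667. Of 40 unchanged sets of simulated genes, camera called 0 and fry 1. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The enhancer transcripts of Fig. 2F, G and the transcription factor target lists of Fig. 2D, E were not analysed here. Some of the genes that the rule selects are not reported here.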

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

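All tests of explanations in this part were chosen only after the result was seen.

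The text of the paper names no gene result from the 4 libraries of the knockdown experiment, and Fig. 2F, G, on enhancers with or without ZMYND8, was not analysed here. Of 19789 genes tested in ZMYND8 knockdown against KD control, 4799 had an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 388 were called, 270 higher and 118 lower. Thinning every library to the smallest total left 384 calls, and leaving out the mitochondrial genes and ZMYND8 left 389. Taking out the trends over gene length and GC content also left 389, 370 of them shared, and 388 in the recentred form. The last values argue against gene length and GC content as the whole cause. The 4 libraries had totals of 54254164 to 56256979, and mitochondrial genes took 2.92 to 3.41% of their counts. Differences this small leave little room for library totals or these genes as the whole cause. Thinning, and leaving out mitochondrial genes and ZMYND8, could therefore change few calls, and these fits add little evidence. Other abundant genes were not tested. Genes with 80% or more of their exonic 31-base sequences on an alternate contig can lose reads that match more than 1 place. They were 2.22% of the genes called higher and 9.32% of those called lower, against 1.45% of the 17139 genes tested with a mean above 20, so such reads cannot account for most calls. If the calls followed the level of ZMYND8 alone, nearly all would move the other way in overexpression. Of the 349 called genes that were tested there, 60.2% did, against 56.9% of other genes. The share was 66.0% among genes called higher and 47.7% among genes called lower, the latter below that of other genes. In all, 98 of the 163 genes called in both experiments had opposite signs. The experiments used different cells and controls, so this cannot be told apart from other differences between them. A response to ZMYND8 knockdown and an effect of the knockdown procedure both stay open.

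Several of the largest decreases rest on a library or on genes whose reads are hard to place. LY6E had 55 and 448 counts in the KD control libraries, and its log2 fold change of -2.41 became -0.27 without KD control replicate 2. For ABR the value of -2.37 became -0.69 without that library. For RNVU1-7, a gene of the U1 small nuclear RNA family, -4.38 became -2.94. DESeq2 called neither LY6E nor ABR. TAF15 had a log2 fold change of -1.87, or -1.11 without KD control replicate 1, and BFAR of -1.77. The share of their exonic 31-base sequences on an alternate contig was 65.7% for RNVU1-7, 89.5% for ABR, and 100% for LY6E, TAF15 and BFAR. Among the increases, YTHDC1 (log2 fold change 2.26) also had 100%. The increases of NCKAP5 (3.62), MYH16 (2.95), ODAPH (2.39) and LINC01204 (2.31) do not have that limit, with shares of 12.2% for ODAPH, 5.11% for LINC01204 and 0 for the others, though 11.2% of the exon bases of MYH16 lie opposite another gene. In overexpression, LINC01204 had a log2 fold change of -4.53, or -8.84 without ZMYND8 OE replicate 1, ODAPH was at least 6-fold lower and MYH16 had -1.92. NCKAP5 (1.95, or 1.21 without ZMYND8 OE replicate 2) and YTHDC1 (2.34, or 1.42 without that library) were higher, as in knockdown. The lncRNAs with the largest increases in knockdown were ENSG00000286034 (4.03), ENSG00000255375 (3.20) and LINC01111 (2.77). Those with the largest decreases were ENSG00000227068 (-2.26), ENSG00000260918 (-1.75) and LINC02606 (-1.59).

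In the same libraries, 17 of 87 gene sets had an adjusted p below 0.05 with camera at a preset correlation of 0.01. None did with fry (29 at an unadjusted p below 0.05) or with an estimated correlation (2 at an unadjusted p below 0.05), so the result depends on how the correlation between genes is treated. Higher in knockdown were 12 KEGG lists of genes that the paper found downregulated in overexpression, with 131 different genes between them. Camera also gave the upregulated list Focal adhesion as higher, but 10 of its genes were higher and 11 lower, with a median log2 fold change of -0.047. Lower were the lists for the adrenergic state, proliferation, interferon response and cholesterol synthesis. After the trends over gene length and GC content were taken out, 11 of the 17 sets kept an adjusted p below 0.05 in the same direction, which argues against these trends as the whole cause for those 11. For the other 6 they stay a candidate explanation, though these sets were picked by the correction itself. The correction was run on fitted values, and on these only 16 of the 17 sets passed before any trend was taken out. The proliferation list did not, so the trends need not have a part in its loss. Without KD control replicate 2, the median log2 fold change of the interferon list went from -0.50 to -0.19, and without ZMYND8 KD replicate 2 that of the adrenergic list went from -0.14 to -0.34. A biological response to the loss of ZMYND8 stays open.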

How the results depend on the processing

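All tests in this part were fits of the same data under other settings, and the settings named as added were chosen only after the result was seen.

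The number of genes called in ZMYND8 overexpression, 3876 in the main setting, stayed within a factor of 1.5 under 7 alternatives that changed the normalization, test, filter, libraries or block, for example 3875 with RLE, 3914 with upper quartile normalization and 3601 with DESeq2. It moved to 2331 with a mean normalized count above 100 and to 11332 without a threshold on fold change. In knockdown the 388 calls moved to 174 and 4707 under these settings, which follow from the number of genes that each threshold admits. DESeq2 called 270 genes in knockdown. The 437 higher lncRNAs became 106 with a mean above 100. The share of lncRNAs, 11.8%, became 18.3% with an absolute log2 fold change of at least 1, 9.00% with DESeq2 and 14.6% without a threshold on the mean. The cause was not tested for DESeq2.

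The replicate numbers do not pair the libraries, since deviations from the group means correlated at 0.0752 in overexpression (13521 genes) and 0.155 in knockdown (13159 genes) between libraries of the same number, and nothing else links them. With the replicate block, 3886 genes were called in overexpression and 393 in knockdown. The block with a correction for gene length, planned from the start, gave 4575 calls in overexpression, of which 41.4% were higher against 63.2% in the main setting, and 398 in knockdown. It shifted the median log2 fold change of all genes by -0.40. After these values had been seen, a recentred form that leaves the median in place was added, and it gave 3924 calls with 64.4% higher, and 400 in knockdown. Fits without the block that corrected for GC content as well as gene length, both added, gave 4598 calls (40.5% higher) and, recentred, 3900 (62.5% higher). The share of higher genes therefore depends on where the correction is centred, and the counts themselves do not settle which centre is right.

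The correlation of the effects of overexpression and knockdown across genes was -0.15, and -0.23 over genes called in overexpression. It ranged from -0.19 to -0.098 across the 8 fits that each left out a library. The lowest size came without KD control replicate 2. Of 87 gene sets, 85 passed in overexpression with camera and with fry, and 0 with an estimated correlation (52 at an unadjusted p below 0.05). The KEGG lists and the list of lncRNAs hold genes that the authors chose as changed on these libraries, so that their passing in overexpression was largely fixed beforehand. Of the 6 other lists, 4 passed. In knockdown 17 passed with camera, 0 with fry (29 unadjusted) and 0 with an estimated correlation (2 unadjusted).

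Among the genes named, 6 values changed sign with RLE, DESeq2, all 8 libraries or the replicate block, all for genes near 0 in overexpression. The correction for gene length and GC content was applied to few of these genes, and in its first form PHOX2A went from 0.63 to -0.17 and SOX4 from 0.38 to -0.12, while both stayed above 0 in the recentred form. The log2 fold change of ABR was 4.7e-06, and -0.0097 with RLE, -0.027 with DESeq2 and -0.0088 with all 8 libraries. That of TAF15 was 0.00075, and -0.0083, -0.010 and -0.012 under these settings. A further 9 values crossed the threshold in overexpression (3 stronger, 6 weaker) and 13 in knockdown (10 stronger, 3 weaker). Of 544 values with a library left out, 32 had the other sign. The cause was not tested. Low counts limit what can be seen for genes such as MAPT, with 0 to 18 counts per library, and the lncRNAs with a mean of 20 or less, whatever keeps the counts low.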

Differences from the paper's values

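In the main setting, no number of genes, share or log2 fold change compared with the paper's differed by more than the replicate error and a factor of 1.5. For the share of lncRNAs that setting has no threshold on fold change, although the paper's methods name such a threshold. With an absolute log2 fold change of at least 1 the share was 18.3%, beyond that factor from the paper's 10.67%. With DESeq2, which the paper used, and no threshold on fold change it was 9.00%. The base means of Supplementary Table 6 also differed by more than that factor. Means of its lncRNAs over the 8 libraries were 0.0563 to 2.76 times the paper's base means. The calls differ for 56 of the upregulated lncRNAs of Supplementary Table 6, which the paper lists and which were not called here because their mean normalized count over the 4 libraries was 20 or less or, for 4 of them, because they were not tested. With all 8 libraries in the fit, an alternative set before the data were examined, 30 of the 56 were called, ENSG00000250957 and ENSG00000255672 among them. RLE and upper quartile normalization, DESeq2, no filter on low counts, the replicate block with and without the gene length correction, a mean above 100, no threshold on fold change and the unadjusted p called 0 of the 56. Without a threshold on the mean, an alternative set beforehand for the share of lncRNAs only, 52 were called. In settings chosen after seeing the values, 55 were called without that threshold and without the filter on low counts, and 39 with DESeq2 and no threshold on the mean. ENSG00000250043 was called in these 3 settings, and ENSG00000249122 in those that also dropped the filter or used DESeq2. In the other direction, 114 lncRNAs were called higher here that Supplementary Table 6 does not list.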

Other observations

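All tests of explanations in this part were chosen only after the result was seen, and so were the criteria by which each was read.

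The groups of the 2 experiments lie far apart. Of 22619 genes, 5817 differed by more than 1 log2 unit between parental and ZMYND8 overexpression cells. Between the parental and KD control groups, neither of which overexpresses ZMYND8, 6684 did, and between KD control and overexpression 7230 did. Between KD control and knockdown the number was 849. Pearson correlations of log2 normalized counts were 0.927 to 0.934 between parental and overexpression libraries and 0.930 to 0.935 between parental and KD control libraries. Mitochondrial genes took 2.92 to 3.41% of counts in the knockdown experiment and 0.110 to 0.168% in the overexpression experiment, so the libraries also differ by batch. If the parental and induced cells differed as cultures apart from ZMYND8, groups without overexpression could differ at as many genes, and they do, but across a batch. The effect of ZMYND8 cannot be told apart from a difference between the cultures with these libraries, because each culture carries 1 condition.

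The list of adrenergic genes rose in overexpression, with a median log2 fold change of 2.33, 17 genes higher and 4 lower at an adjusted p below 0.05 (edgeR) among 22 tested. Leaving out each library in turn gave 2.29 to 2.38. It stayed at 2.31 in thinned libraries and at 1.79 with the trends over gene length and GC content taken out (2.17 in the recentred form), which argues against depth, length and GC content as the whole cause. A candidate explanation is a low level in the parental libraries, since the KD control libraries lay a median of 1.73 log2 units above them, and in 92.9% of the 14 genes that differed by more than 1 log2 unit they lay nearer the overexpression libraries. The mesenchymal list fell, with a median of -1.40, and 25 of its 27 genes were lower and 2 higher at an adjusted p below 0.05 (edgeR). A change in the share of adrenergic and mesenchymal cells stays open, as does a direct effect of ZMYND8. Adjusted over the list alone, the numbers past 0.05 in overexpression were again 21 and 27. In knockdown they were 11 and 17, against 11 and 15 over all genes tested, and the medians were -0.14 (from -0.34 without ZMYND8 KD replicate 2 to -0.095) and 0.12. The 54 KEGG genes of Fig. 2B had a median of -0.21 in knockdown over the 46 tested, with 0 called, 13 at an adjusted p below 0.05 (edgeR) and 21 at an unadjusted p below 0.05. Leaving out each library in turn gave medians from -0.27 to -0.13, the latter without ZMYND8 KD replicate 1.

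Retinoic acid targets had a median log2 fold change of 1.08 in overexpression and -0.14 in knockdown, and proliferation genes -0.22 and -0.16. For proliferation these became -0.12 without ZMYND8 OE replicate 2 and -0.085 without ZMYND8 KD replicate 1. The interferon list had -0.29 in overexpression and -0.50 in knockdown (-0.19 without KD control replicate 2). In overexpression it ranged from -0.56 without ZMYND8 OE replicate 2 to -0.057 without ZMYND8 OE replicate 1. Of 12 retinoic acid targets tested in overexpression, 7 were higher and 5 lower at an adjusted p below 0.05 (edgeR). With the trends over gene length and GC content taken out, their median in overexpression was 0.71 (1.09 in the recentred form). The proliferation and interferon medians there became -0.53 and -0.52 (-0.15 and -0.14 recentred). All 15 cholesterol synthesis genes were lower in overexpression at an adjusted p below 0.05 (edgeR), with a median of -0.98. In knockdown the median was -0.24, with 10 of the 15 lower at that level, or 11 with p adjusted over the list alone, so this list fell with ZMYND8 raised and lowered. In thinned libraries the medians were -0.98 and -0.24. With the trends over gene length and GC content taken out they were -1.30 and -0.22, and -0.92 and -0.23 in the recentred form. These values argue against gene length and GC content as the whole cause, and in overexpression against depth. In knockdown the library totals were nearly equal, so thinning could change little there. The KD control libraries, without overexpression and of another batch, differed from the parental libraries over this list by a median of -0.75 log2 units. Of the 7 genes more than 1 log2 unit apart between parental and overexpression cells, 71.4% lay nearer overexpression in KD control. The fall in overexpression therefore cannot be told apart from a difference between the cultures. A biological response stays open and was not tested.

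Across 16157 genes, the log2 fold changes of overexpression and knockdown had a Pearson r of -0.15 and a Spearman rho of -0.185, and 56.9% of genes had opposite signs. Genes are not independent replicates. The r was -0.14 in the libraries numbered 1 and -0.15 in those numbered 2, and -0.098 without KD control replicate 2. With the trends over gene length and GC content taken out it was -0.151, which argues against these trends as its whole cause. A test of the difference between the effects over all 8 libraries called 4244 genes, and 3830 with DESeq2.

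The paper links ZMYND8 to MAPT, on chromosome 17 of GRCh38 from 45894551 to 46028334. It had 0 to 18 counts per library, with a log2 fold change of 1.52 in overexpression (adjusted p = 0.124, edgeR) that became 0.65 without parental replicate 1 and 6.70 without parental replicate 2, so no difference was detectable at these counts. Of its exonic 31-base sequences, 98.8% also occur on an alternate contig. Among protein-coding genes outside large gene families with 80% or more on such contigs, 68.7% had a mean count below 20, against 28.3% of those with less than 10%. Reads dropped because they match an alternate contig are therefore a candidate explanation for the low counts. Within 1 Mb of MAPT, 12 of 15 such genes were low against 5 of 16 others. The genes TUBB and NSF, chosen after their values were seen, are exceptions with mean counts of 9247 and 2488 at 100%. POU5F1, with 92.0%, had 0 counts in all libraries.

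Of the genes whose expression the paper discusses, 28 were tested in overexpression and 26 in knockdown. At an adjusted p below 0.05 (edgeR), 17 and 9 differed, and 17 and 15 when adjusted over the list alone. Some of them were measured by the paper in other settings. In overexpression the log2 fold change was 5.14 for DRD2 and 1.16 for MAP2. For LAMA1, with 11.1% of its exon bases opposite another gene, it was 4.92. SCN2A was lower (-0.79), as were NES (-0.64) and REST (-0.61), the gene of the factor NRSF. TUBB3 had 0.69 but shares 35.8% of its exon bases with another gene on the same strand. Relative to library size, the log2 level of DRD2 was -2.49 in parental, 2.31 in overexpression and 2.13 in KD control libraries. That of MAP2 was 6.28, 7.44 and 7.18. KD control, without overexpression but of another batch, lay about midway for LAMA1 (-2.25, 2.385 and 0.07). For TUBB3, SCN2A, NES and REST it lay nearer parental. For DRD2 and MAP2, a low level in the parental culture therefore stays a candidate explanation. In knockdown LAMA1 was called higher, at 1.15, SCN2A had -0.25 and REST 0.11 (adjusted p = 0.153, edgeR). Of the other factors named with Fig. 2D, E, those reported here were MYOD1, with 0 to 9 counts per library in the overexpression experiment, and PRMT5, with -0.071 and 28.2% of its exon bases opposite another gene.

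For the lncRNAs of Supplementary Table 6, DESeq2 on these libraries gave log2 fold changes within 0.078 of the paper's, while their means over the 8 libraries were 0.0563 to 2.76 times the paper's base means. For 158 lncRNAs that ratio lay below 0.8 or above its reciprocal. Base means taken over libraries other than these could give such a pattern. Fewer than 50% of the lncRNAs fell outside that range, which was the mark set for it, so that test did not decide. For the mean over the 4 libraries of the overexpression experiment, 244 fell outside it. With the median ratio taken out, the base mean of 12 lncRNAs still lay more than 25% above the highest of the 8 libraries, which argues against means over any of these libraries for those 12. For the others, means over these and over other libraries cannot be told apart.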
